# Retention of paternal DNA methylome in the developing zebrafish germline

**DOI:** 10.1038/s41467-019-10895-6

**Published:** 2019-07-11

**Authors:** Ksenia Skvortsova, Katsiaryna Tarbashevich, Martin Stehling, Ryan Lister, Manuel Irimia, Erez Raz, Ozren Bogdanovic

**Keywords:** Epigenetic memory, Germline development, Epigenetics, Epigenomics, DNA methylation

## Abstract

Two waves of DNA methylation reprogramming occur during mammalian embryogenesis; during preimplantation development and during primordial germ cell (PGC) formation. However, it is currently unclear how evolutionarily conserved these processes are. Here we characterise the DNA methylomes of zebrafish PGCs at four developmental stages and identify retention of paternal epigenetic memory, in stark contrast to the findings in mammals. Gene expression profiling of zebrafish PGCs at the same developmental stages revealed that the embryonic germline is defined by a small number of markers that display strong developmental stage-specificity and that are independent of DNA methylation-mediated regulation. We identified promoters that are specifically targeted by DNA methylation in somatic and germline tissues during vertebrate embryogenesis and that are frequently misregulated in human cancers. Together, these detailed methylome and transcriptome maps of the zebrafish germline provide insight into vertebrate DNA methylation reprogramming and enhance our understanding of the relationships between germline fate acquisition and oncogenesis.

## Abstract (web summary)

Germ cells are the means of transferring genetic information to the next generation. Here the authors characterise the DNA methylomes of zebrafish primordial germ cells and find that, unlike mammals, the zebrafish germ cells do not undergo genome-wide DNA demethylation but rather retain paternal DNA methylation patterns

## Introduction

Vertebrate embryogenesis requires tight orchestration of spatiotemporal gene expression patterns. This is achieved through the coordinated action of transcription factors, diverse signalling molecules and genomic regulatory marks such as DNA methylation (5-methylcytosine; 5mC) and histone tail modifications^1^. The acquisition of these regulatory determinants defines key developmental stages and is implicated in processes such as pluripotency establishment and cell differentiation^2,3^. 5mC is a chemical modification of the DNA, mostly associated with transcriptional repression and highly abundant on CpG dinucleotides in vertebrate genomes^4,5^. The addition of 5mC to genomic DNA is catalysed by DNA methyltransferases (DNMTs)^6,7^, whereas its removal can occur via active and passive DNA demethylation mechanisms. An active mechanism entails enzymatic oxidation of genomic 5mC by TET (Ten-eleven-translocation) family enzymes^8^, whereas the passive mechanism is primarily linked to the temporary exclusion of the maintenance methyltransferase (DNMT1) activity from the nucleus^9–11^.

During mammalian preimplantation development and primordial germ cell (PGC) formation, the DNA methylome is erased and then re-established^12,13^. In mammalian zygotes, the paternal genome is rapidly demethylated shortly after fertilisation, followed by a progressive drop in 5mC of both paternal and maternal genomic contributions. DNA demethylation takes place up until the blastocyst stage followed by cell-type-specific remethylation during gastrulation^13^. While the exact mechanism by which DNA demethylation occurs in the mammalian zygote remains a topic of debate^14–17^, recent data suggest that TET proteins are not directly implicated in the initial wave of paternal DNA demethylation, which due to its dynamics can also not be fully explained by passive 5mC dilution^17^.

Similarly, during mammalian PGC DNA methylome reprogramming, TET proteins are not required for the initiation, but rather for the maintenance of global PGC demethylation^18^. It has been proposed that one of the major functions of this PGC DNA demethylation event is the erasure and resetting of genomic imprints in the developing germline^12,19^. Importantly, not all genomic sequences are targeted for demethylation with the same efficiency, thereby constituting a potential platform for inter- and transgenerational epigenetic inheritance^20^.

Zebrafish and other non-mammalian (anamniote) vertebrates lack global 5mC erasure^21–26^, which in mammals occurs after fertilisation and persists during blastula stages^27,28^. Zebrafish instead inherit the paternal DNA methylome configuration^25,26^. During cleavage stages, before the onset of zygotic genome activation (ZGA), the maternal epigenomic contribution is remodelled through the acquirement of ‘placeholder’ nucleosomes^29^. Placeholders are hypomethylated domains in the genome, which are enriched in the histone modification H3K4me1 and the histone variant H2AZ. Notably, TET activity has not been detected in pluripotent anamniote embryos^26,30–32^. Both anamniotes and mammals, however, employ TET-dependent demethylation for the regulation of enhancer chromatin during the vertebrate phylotypic stage, the most conserved phase of vertebrate embryogenesis, characterised by pan-vertebrate gene-regulatory similarities^32,33^. It is not yet clear how these differences in epigenome remodelling between anamniotes and mammals relate to their diverse developmental strategies, for example, the different timing of ZGA^34^ and the lack of intrauterine development in anamniotes.

A major unresolved question in the field of developmental epigenetics is whether the PGC epigenome remodelling event observed in mammals is a conserved feature of vertebrate embryogenesis. To date, detailed epigenome and transcriptome maps have only been generated for the developing mouse and human germline^16,18,35–41^. Notably, germline specification in mammals and urodele amphibians utilises a different strategy than that of *Drosophila*, *Xenopus*, and zebrafish. In the former group the germline is specified in the early embryo by means of induction, which in mice occurs via BMP/Wnt signalling^42^, whereas in the latter group the determinants required for PGC specification are maternally provided^43,44^. These determinants, collectively referred to as germ plasm, contain RNA and proteins corresponding to key germline components. These differences notwithstanding, a small number of germline determinants such as *ddx4 (vasa)*, *dazl*, *dnd* and *nanos* are expressed during both murine and zebrafish PGC development^44^. Migration of germ cells from the site of specification to the position of the gonad development is another feature common in vertebrate and many invertebrate organisms^45^. In fish as well as in mammals PGCs are guided by the chemokine Cxcl12a to reach their target^46^. Interestingly, the same or analogous mechanisms of cell guidance and motility are shared with numerous aggressive cancer cells^47–50^.

Here we provide whole-genome bisulfite sequencing (WGBS) methylomes^51,52^ and transcriptomes of zebrafish PGCs and somatic cells during four stages of embryogenesis. Our data demonstrate the absence of genome-wide 5mC reprogramming in the developing (4−36 h post fertilisation (hpf)) zebrafish germline, in contrast to the findings in mammals. Furthermore, we characterise the zebrafish PGC transcriptome in detail and identify previously uncharacterised germline transcripts, some of which also display germline-specific expression in mammals. Finally, through further exploration of WGBS data we characterise early embryonic targets of 5mC and provide links between embryonic promoter 5mC and misregulation of RNA expression in human cancers.

## Results

### Absence of genome-wide 5mC reprogramming in zebrafish PGCs

To examine the DNA methylomes and transcriptomes of zebrafish PGCs, we utilised fluorescence-activated cell sorting (FACS) to separate PGCs from somatic cells at different stages of embryogenesis: 4 hpf (blastula), 7 hpf (gastrula), 24 hpf (pharyngula prim-5), and 36 hpf (pharyngula prim-25). The PGCs were sorted from the *kop-EGFP-F'-nos3*-′*UTR-cry-DsRed* transgenic line^53–55^ (Fig. 1a, Supplementary Fig. 1) and were subjected to WGBS methylome and transcriptome (RNA-sequencing (RNA-seq)) library preparation and sequencing (Supplementary Dataset 1). 

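RNA-seq libraries were prepared from PGCs and from somatic cells at 4, 7, 24 and 36 hpf, with 2 replicates of each, which gave 16 libraries in 8 groups. The authors trimmed the reads, aligned them to the danRer10 assembly with STAR and quantified them with RSEM, which divides a read that matches several genes among them, so that the counts of near-identical genes are uncertain. They deposited an expected count, a TPM value (transcript abundance scaled for gene length and library total) and an effective length for each of 34289 Ensembl gene identifiers and 92 spike-in sequences. The spike-in sequences held no counts in any library.
The expected counts summed to 3519616 and 4674227 in the PGC libraries and 2825775 and 4120866 in the soma libraries of 4 hpf. At 7 hpf, the totals were 4884816 and 3489143 in PGCs and 7076558 and 5033782 in soma. At 24 hpf, they were 10785003 and 10696258 in PGCs and 8669138 and 9852526 in soma. At 36 hpf, they were 15633266 and 8335252 in PGCs and 13344823 and 10047817 in soma. Supplementary Dataset 5 lists between 28920080 and 46296653 uniquely mapped reads per library. The expected counts, which all values here use, came to between 7.62% and 12.1% of these reads at 4 hpf, 10.0% and 15.3% at 7 hpf, 26.3% and 31.9% at 24 hpf, and 23.6% and 42.3% at 36 hpf. A gene with 3 counts, the smallest number taken as a signal, corresponds to between 0.182 and 0.719 CPM (counts scaled to a common normalised library size) across the 16 libraries.
The 2 genes with the largest total counts, whose identifiers are not paired with a name in the files, took at most 0.167% of a library at 4 hpf and 2.44% at 7 hpf. At 24 hpf, they took between 26.5% and 31.5%. At 36 hpf, they took 24.4% of PGC replicate 1, 10.6% of PGC replicate 2, and 39.1% and 35.7% of the soma replicates.

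**Figure D1:**
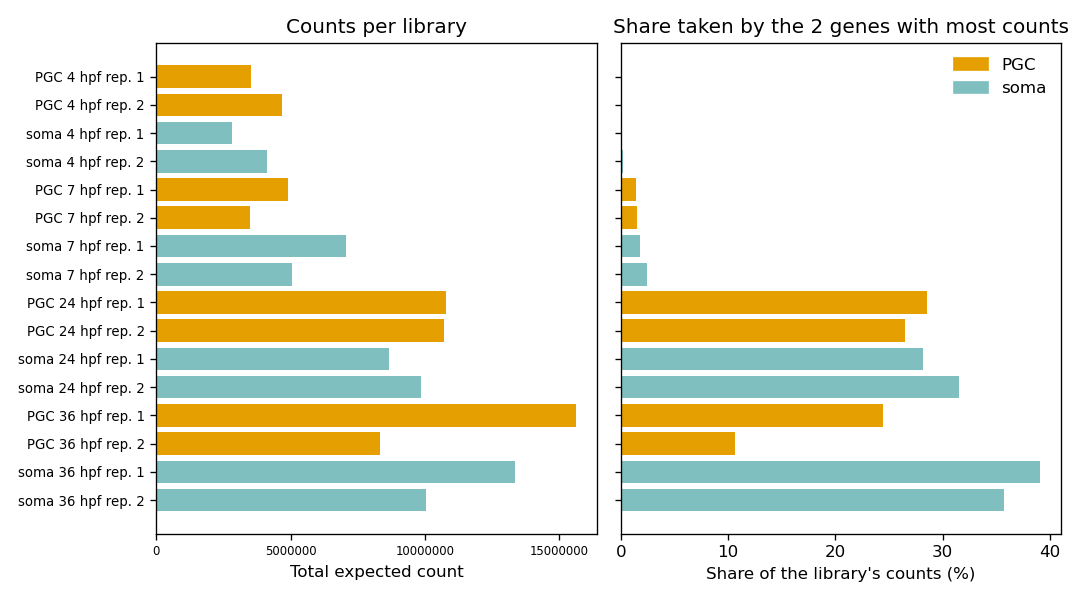
Total expected count per library (left) and the share of each library's counts, in percent, taken by the 2 genes with the largest total counts (right), for the PGC and soma replicates at 4, 7, 24 and 36 hpf. The 2 genes take 10.6% of PGC 36 hpf replicate 2 and 24.4% of replicate 1.

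The expected counts were rounded to whole numbers, the 20536 genes that passed edgeR's filter on low counts were kept, and the libraries were normalised with edgeR's TMM method, whose factors ranged from 0.640 to 1.61. All 16 libraries entered a single quasi-likelihood fit, and PGCs were compared with soma at each stage. A gene was called where its p-value after Benjamini-Hochberg adjustment was under 0.05 and its log2 fold change was past 1.5 in size, the thresholds the paper gives. Settings that differed in the filter, the test or the libraries in the fit gave different numbers of called genes.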

The purity of the sorted PGC cells was estimated to be >97% (Supplementary Fig. 2). The embryonic stages were chosen according to reciprocal best transcriptome similarity index^56^, to match the developmental period of mouse PGC specification and DNA methylome reprogramming^18,36^ (Fig. 1b). Specifically, we wanted to capture the developmental period, which in mouse would correspond to the initial specification of PGCs and early demethylation (E6.25–E8.5/E9.5), migration and colonisation of the genital ridge (E8.5/E9.5–E10.5), and global DNA demethylation (E10.5–E12.5/E13.5)^18^. It is worth noting that while significant differences in germline development strategies exist between zebrafish and mammals, in both organisms this period is characterised by PGC migration^42–44^. To further assess the purity level of sorted PGC populations, we examined the expression of known germline markers. Indeed, PGC markers, such as *nanos3*, *dnd1*, *tdrd7a*, *ddx4*, *dazl*^57–61^, display strong enrichment in the PGC pool over the somatic pool, ranging from 16- to 80-fold (Fig. 2a). 

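Averaged over the 4 stages, the log2 fold change of PGCs against soma was 7.72 for *nanos3* (ENSDARG00000068255; standard error 0.31, adjusted p = 6.73e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 8.00 for *dnd1* (ENSDARG00000022813; standard error 0.41, adjusted p = 1.05e-07 from the same test) and 7.30 for *tdrd7a* (ENSDARG00000032808; standard error 0.41, adjusted p = 2.06e-07). For *ddx4* (ENSDARG00000014373), it was 6.04 (standard error 0.33, adjusted p = 1.50e-07), and for *dazl* (ENSDARG00000036214) 6.62 (standard error 0.49, adjusted p = 5.22e-06). As folds, the fitted averages ran from 65.9 for *ddx4* to 256 for *dnd1*. At 36 hpf, neither soma library held more than 3 counts of *dnd1* or *dazl*, so that the averages of these genes rest in part on values at the lower limit of detection.
For each of the 5 markers, all 8 PGC libraries lay above both soma libraries of their stage. The lowest count of any marker in a PGC library was 170, of *dazl*, and the highest in a soma library was 542, of *ddx4*. An exact permutation test of log2(CPM + 1), two-sided, which exchanged the PGC and soma labels within each stage in all 1296 ways, gave p = 0.00154 for each marker, the smallest value this design allows, and the same value after Benjamini-Hochberg adjustment over the 5 markers. With each library left out in turn, the average log2 fold change of *ddx4* stayed between 5.88 and 6.31 and that of *dazl* between 6.36 and 7.98.
Replicates with the same number deviated from their group means with a correlation across genes, which are not independent replicates, of 0.24 at 4 hpf, 0.080 at 7 hpf, 0.18 at 24 hpf and 0.28 at 36 hpf. With the replicate number as a block within each stage, the averages ranged from 6.07 for *ddx4* to 7.94 for *dnd1*. Among the settings that average over all 4 stages, limma on log2(TPM + 1) moved 4 of the averages most, to 5.50 for *dnd1* and 4.38 for *dazl*, and the ratio of mean CPM over all PGC and all soma libraries moved that of *ddx4* most, to 4.90. The paper examined these markers to assess the purity of the sorted PGC populations.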

We next explored the dynamics of global DNA methylation in PGCs and corresponding somatic cells throughout early development (Fig. 2b). Assessment of 5mC levels of single CpG sites revealed a progressive decrease of the most highly methylated fraction, which was most notable at the 7−24 hpf transition (Fig. 2b), coincident with the onset of *tet* expression and active enhancer demethylation^32^. This progressive decrease in 5mC content was present in both PGCs and somatic cells, indicative of shared 5mC remodelling mechanisms between the soma and the developing germline (Supplementary Fig. 3a, b). Next, we wanted to test whether genomic 5mC patterns are congruous between PGC and soma samples. Averaged 5mC profiles in non-overlapping 1 kb genomic bins demonstrated strong homogeneity of genome-wide 5mC patterns between the soma and the germline at all developmental stages examined (*r*^2^ (4 hpf) = 0.8, *r*^2^ (7  hpf) = 0.89, *r*^2^ (24 hpf) = 0.84, *r*^2^ (36 hpf) = 0.87; Supplementary Fig. 3c).

**Fig. 1:**
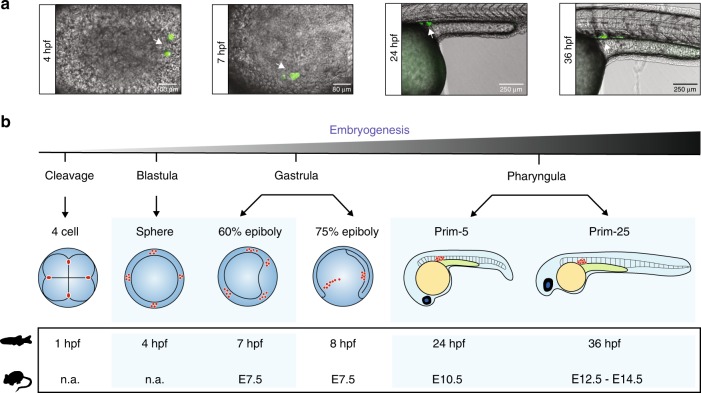
Zebrafish germline development. **a** Fluorescence microscopy imaging of zebrafish *kop-EGFP-F'-nos3*-′*UTR-cry-DsRed* transgenic embryos at 4, 7, 24, and 36 hpf (h post fertilisation). **b** A schematic representation of stages of germline development in zebrafish. At the four-cell stage, germ plasm (red circles) localises to the four cleavage furrows. At 4 hpf (sphere), four clusters of primordial germ cells (PGCs) (red circles) are easily identifiable. In the gastrula stage embryo, four clusters of PGCs start to migrate dorsally. By the pharyngula stage, PGCs have completed their migration and are located between the 8th and the 10th somite

**Fig. 2:**
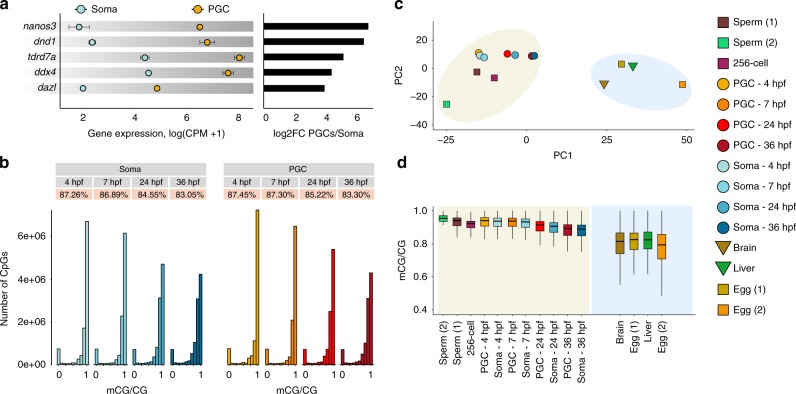
Zebrafish retains paternal epigenetic memory in primordial germ cells (PGCs). **a** Gene expression log(CPM + 1) and average enrichment levels of key germline markers in PGCs and somatic cells. Error bars represent standard error (SE), *n* = 2 biologically independent replicates. **b** Histograms of 5-methylcytosine (5mC) levels of single CpG sites in PGCs and somatic cells at four developmental stages. **c** Principal component analysis (PCA) of whole-genome bisulfite sequencing (WGBS) methylomes corresponding to PGCs and somatic cells at 4, 7, 24 and 36 hpf, and sperm, oocyte, liver and brain adult tissues (10 kb non-overlapping genomic bins). **d** Boxplots of genomic 5mC levels (10 kb non-overlapping genomic bins) in embryonic and adult somatic and germ cells. The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR

Zebrafish genome is characterised by an extremely high repeat content of 52.2%, which is among the highest values reported so far in vertebrates^62^. The majority of sequencing reads that map to repetitive DNA in a WGBS experiment are usually discarded due to mapping to multiple genomic locations. This can potentially lead to inaccurate measurements of global repeat 5mC. To interrogate in detail the repeat 5mC content of somatic cells and PGCs, we generated an in silico reference consisting of canonical repeat sequences (*n* = 2322) from Repbase^63^, and the non-repetitive portion of the zebrafish genome. In such a reference, each repeat in its consensus form is represented only once, thus allowing for the mapping of reads that would normally be discarded. Such global assessment of repeat 5mC at the single CpG level did also not reveal any significant differences between PGCs and somatic cells (Supplementary Fig. 4), thus excluding the possibility of global repeat 5mC remodelling in PGCs.

We next performed principal component analysis (PCA) of embryonic PGC, soma and whole embryo methylomes, and compared them to adult germline and somatic methylomes^25,26,32^ (Fig. 2c). This unsupervised exploratory analysis identified a notable separation of samples into two well-defined clusters. The first cluster consists of all adult female germline (mature unfertilised oocyte—egg) samples as well as all adult somatic tissues (brain, liver), whereas the second cluster is composed of embryonic soma and PGC methylomes and the adult male germline (sperm). These data demonstrate that the paternal methylome configuration observed in pre-ZGA zebrafish embryos^25,26^ is also preserved in the developing germline. It is likely that this clustering pattern is predominantly influenced by global 5mC levels, which are lower in eggs and somatic tissues, and higher in whole embryos, PGCs and sperm (Fig. 2d). It is worth noting, however, that zebrafish oocytes also resemble adult somatic tissues in hypermethylation of germline and developmental promoters, and hypomethylation of housekeeping and terminal differentiation promoters^26^. Overall, this suggests that any potential 5mC remodelling event that is responsible for the remarkable separation of male and female 5mC germline patterns (Fig. 2c, d) is likely to occur later during gonadal development^64^. Zebrafish thus retain paternal epigenetic memory in the germline during PGC migration and likely employ more extensive 5mC remodelling only during later stages of gametogenesis.

### Localised 5mC differences contribute to PGC function

Having observed absence of global 5mC reprogramming in the early developing zebrafish germline, we next set out to interrogate the DNA methylomes for the existence of locus-specific 5mC differences. We screened the methylome profiles for differentially methylated regions (DMRs, false discovery rate (FDR) <0.05, minimum change in fraction of methylated CpGs (ΔmCG) = 0.1)^65^ between age-matched somatic and PGC samples. Furthermore, DMRs overlapping the Repeatmasker track^66^, which marks interspersed repeats and low complexity DNA sequences, were removed from further downstream analyses (Supplementary Dataset 2). This analysis resulted in the identification of 157 regions (Fig. 3a, Supplementary Fig. 5a, Supplementary Dataset 3). The majority of these regions were either hypomethylated in 4 hpf PGCs (4 hpf-hypo DMRs, *n* = 43) or hypermethylated in 24 hpf PGCs (24hpf-hyper DMRs, *n* = 56) as compared to their methylation state in somatic cells (Fig. 3b). Both groups of DMRs were mostly located gene distally (Supplementary Fig. 5b). Whereas gene ontology enrichment analysis^67^ did not identify any significant associations for the 4 hpf category, the functions of a number of 4 hpf-hypo PGC DMR-linked genes (*arpc2*, *loxl1*, *ctnna2*, and others) have previously been associated with cell adhesion, cell migration and actin polymerisation^68–70^, in line with the migratory nature of PGCs. Other genes such as *ccnd2a* have previously been described as regulators of meiosis and gametogenesis^71^. These DMRs displayed significant enrichment (*p* < 0.001, Student’s *t* test) in H3K27ac and H3K4me1 histone marks that are associated with active enhancer and promoter chromatin^72,73^ (Fig. 3c). Similarly, these DMRs overlapped with CpG islands, which are short genomic sequences of high CpG density that: (i) are usually hypomethylated in vertebrate genomes, (ii) that frequently coincide with gene-regulatory regions and (iii) that can be subject to 5mC-mediated regulation^74,75^. CpG islands were initially defined based solely on their sequence content^76,77^; however, such algorithms did not perform well on anamniote genomes^78^. We thus utilised genomic coordinates of CpG islands identified through the Bio-CAP (non-methylated DNA pulldown) approach throughout this study^75^ (Fig. 3c, d).

**Fig. 3:**
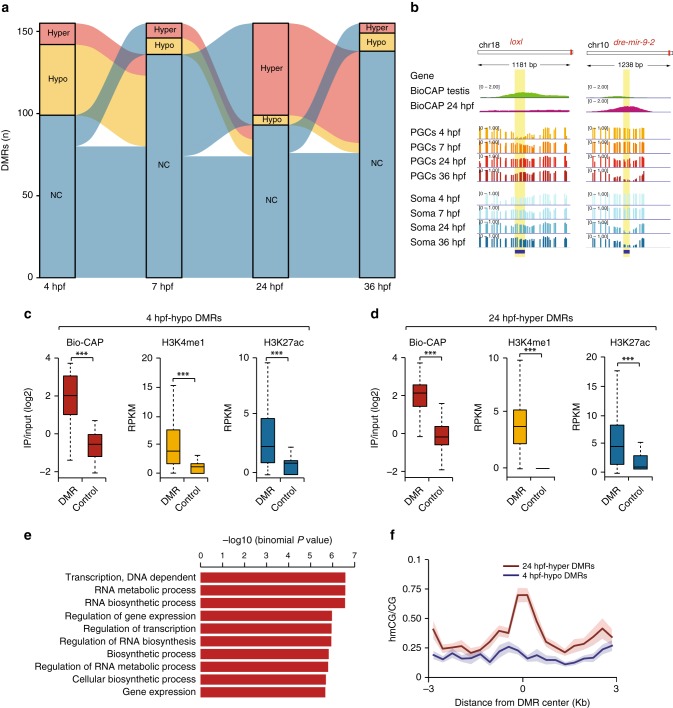
Locus-specific 5-methylcytosine (5mC) changes in primordial germ cells (PGCs). **a** Alluvial plot showing the number of hypo- and hypermethylated differentially methylated regions (DMRs) in PGCs compared to somatic cells and their dynamics across four developmental stages. **b** Browser track depicting DNA methylome profiles of 4 hpf-hypo and 24 hpf-hyper DMRs in PGCs and soma at four developmental stages as well as CpG island (Bio-CAP) signal in testis tissue and 24 hpf embryos. **c**, **d** Boxplots showing BioCAP, H3K4me1, and H3K27ac chromatin immunoprecipitation-sequencing (ChIP-seq) signal enrichment at 4 hpf-hypo (**c**) and 24 hpf-hyper (**d**) DMRs compared to a set of size distribution-matched control regions (*p* value <0.001, Student’s *t* test). The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR. **e** Gene ontology (GO) analysis of genes located in the vicinity of 24 hpf-hyper DMRs. **f** Tet-assisted bisulfite sequencing (TAB-seq) (5-hydroxymethylcytosine (5hmC)—from 24 hpf whole embryos) enrichment profiles over 4 hpf-hypo and 24 hpf-hyper DMRs extended 3 kb up- and downstream from the DMR centre, displaying significant (*p* value = 1.819e − 12, Wilcoxon’s signed-rank test) differences. 5hmC values were calculated in 300 bp bins

The major fraction of DMRs (*n* = 56) identified in our analysis were regions that retain 5mC in PGCs at 24 hpf when compared to the soma. As in 4 hpf-hypo DMRs, these loci were significantly enriched (*p* < 0.001, Student’s *t* test) for regulatory DNA elements and active chromatin marks (Fig. 3d). Interestingly, in both PGCs and somatic cells the 24 hpf-hyper DMRs display developmental demethylation, albeit in PGCs this process occurs more slowly (Supplementary Fig. 5c). Moreover, the 24 hpf-hyper DMRs were associated with gene ontology categories implicated in gene regulation and RNA metabolism (Fig. 3e), as well as in reproduction and fertilisation (Supplementary Dataset 4). Genes that contributed to the enrichment of ontologies associated with reproductive processes included *dmrt1*, *lmrp*, *fzd8a*, *park7* and *szl*. Notably, *dmrt1* is expressed in zebrafish gonads^79^ and linked to male sexual development in zebrafish^80^. We also observed an enrichment (*p* = 1.819e − 12, Wilcoxon’s signed-rank test) in 5-hydroxymethylcytosine (5hmC) that was measured in 24  hpf whole embryos^32^, over 24 hpf-hyper DMRs, which is indicative of their active, TET protein-mediated demethylation (Fig. 3f). Comparisons with previously published DMRs that lose 5mC developmentally during the phylotypic period and that are associated with CpG islands (phylo-DMRs, *n* = 2402)^32^ revealed an overlap of 39% (*n* = 22) (Supplementary Fig. 5d). Indeed this PGC-specific delay in phylo-DMR demethylation was common for the entire phylo-DMR population (Supplementary Fig. 5e). Very few regions were found to specifically retain 5mC in somatic cells (Fig. 3a), supporting the notion that the temporal delay in 5mC removal is a PGC-specific regulatory process. Overall, the genomes of developing PGCs display localised 5mC differences linked to genes implicated in transcriptional regulation and PGC function, and are indicative of differential usage of gene-regulatory regions between the developing germline and the soma.

### Evolutionarily conserved and zebrafish-specific PGC markers

After characterising the dynamics of 5mC during PGC development, we next wanted to identify genes that display differential expression between PGCs and somatic cells and explore their association with the changes in the epigenome as well as their evolutionary conservation. To thoroughly characterise PGC gene expression programmes, we employed RNA-seq to profile developing germline and soma transcriptomes from age-matched embryos at 4, 7, 24, and 36 hpf (Supplementary Dataset 5). Differential gene expression analysis^81^ showed elevated expression levels of the germline markers: *nanos3, dnd1*, *tdrd7a*, *ddx4*, *dazl* in PGCs at all four examined stages (Supplementary Fig. 6). 

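Stage by stage, *nanos3* was at 657 ± 17.4 CPM (SD, n = 2) in PGCs and 5.72 ± 3.43 CPM (n = 2) in soma at 4 hpf, and at 204 ± 120 CPM and 0.900 ± 0.312 CPM at 36 hpf. Its log2 fold change was 6.86 at 4 hpf, 8.90 at 7 hpf, 7.36 at 24 hpf and 7.77 at 36 hpf, with adjusted p-values between 2.27e-05 and 0.000234 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *dnd1*, it was 6.58, 9.21 and 6.97 at 4, 7 and 24 hpf, and at 36 hpf, against soma libraries with at most 3 counts, *dnd1* was at least 131-fold higher in PGCs. Its adjusted p-values lay between 0.000147 and 0.00385. *tdrd7a* had log2 fold changes of 5.28, 8.85, 6.27 and 8.80 in the order of the stages, with adjusted p-values between 0.000261 and 0.0144. Those of *ddx4* were 4.47, 4.80, 5.94 and 8.96, with adjusted p-values between 7.99e-05 and 0.0116.
*dazl* had the lowest counts of the 5 markers. It passed both thresholds at 7 hpf (log2 fold change 6.79, standard error 0.96, adjusted p = 0.00297 from the same test) and at 36 hpf, where it was at least 108-fold higher in PGCs (adjusted p = 0.00172). At 4 hpf, its log2 fold change was 4.31 (standard error 0.80) with an adjusted p of 0.128, and at 24 hpf it was 5.73 (standard error 0.95) with an adjusted p of 0.0619, so that *dazl* was not called at these stages, although both PGC libraries lay above both soma libraries. In DESeq2, *dazl* passed at both stages (adjusted p = 2.60e-06 and 1.73e-07), with effective-length offsets at 24 hpf alone (0.139 and 0.0155), and from the libraries of each stage at 4 hpf alone (4.28e-28 and 0.123). With the replicate number as a block it passed at neither (0.0997 and 0.0604). In the likelihood ratio test, the exact test and without a filter, it passed at both. Across the 4 fits that each left out 1 library of 7 hpf, its log2 fold change at that stage ran from 5.95 to 12.22. With a library of 24 hpf left out, its value at 24 hpf ran from 4.68 to 10.74, and at 4 hpf the same step gave 4.25 to 4.38.
With the replicate number as a block, *tdrd7a* and *ddx4* at 4 hpf had adjusted p-values of 0.0711 and 0.0513 and were no longer called, while their log2 fold changes were 5.28 and 4.45. When each stage was fitted from its own 4 libraries, the adjusted p at 36 hpf was 0.178 for each of the 5 markers in edgeR's quasi-likelihood test. In edgeR's exact test on the same 4 libraries, it was at most 4.49e-10 for each of them. The PGC replicates of 36 hpf differed: the share of counts in replicate 1 was between 0.20 of that in replicate 2 for *dnd1* and 0.37 for *dazl*.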

Genes whose RNAs are highly expressed in PGCs were characterised by gene ontology enrichments^82^ associated with reproduction, gamete generation and germ-plasm localisation (Supplementary Datasets 6–9). Moreover, we identified 16 genes that were specifically enriched in PGCs throughout the first 36 h of embryonic development (Supplementary Dataset 10). Indeed, these markers were significantly associated with germline-related ontologies, and included miR-430 RNA binding sites (Fig. 4a), which are frequently found in transcripts that are differentially stabilised between somatic and germ cells^83–85^.

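The gene lists of Supplementary Datasets 6 to 9 pair Ensembl identifiers with names for 212 genes, all of which were tested here. Among the genes listed under gamete generation, 5 of 7 were called as higher in PGCs at 4 hpf and 7 of 7 at 7 hpf (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 hpf, 4 of 11 were called and at 36 hpf 12 of 13. The lowest log2 fold change among these genes was that of *golga3* at 4 and 7 hpf, 3.15 for *tdrd9* at 24 hpf and 4.53 for *nanog* at 36 hpf. Genes of this term that did not reach the thresholds at 24 hpf included *tdrd9*, *dazl*, *piwil1*, *piwil2* and *tdrd12*. Of the genes listed under germ plasm, 3 of 4 were called at 4 hpf, 4 of 4 at 7 hpf, 3 of 7 at 24 hpf and 8 of 8 at 36 hpf. All counts of these terms come from the fit of all 16 libraries without a block. With the replicate number as a block, *golga3* was no longer called at 4 hpf (adjusted p = 0.0646 from the same test). The enrichment of these terms was not tested again here, since the members of each term among all expressed genes were not used.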

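Of the 16 genes in Supplementary Dataset 10, 12 could be paired with an Ensembl identifier and 4 could not. In the fit of all 16 libraries, 5 genes were called as higher in PGCs at each of the 4 stages, namely *nanos3*, *dnd1*, *tdrd7a*, *ddx4* and *ca15b*. All 5 are among those 12. With the replicate number as a block, 3 genes were called at all stages, and with the likelihood ratio test in place of the quasi-likelihood test 7 were. When each stage was fitted alone, no gene was called at all 4 stages, since none was called at 36 hpf. In edgeR's exact test on the libraries of each stage, 7 were called at all 4. In the fit of all libraries, 1244 genes had an unadjusted p under 0.05 and a log2 fold change above 1.5 at 36 hpf. *ca15b* was at 870 ± 416 CPM (SD, n = 2) in PGCs and 18.6 ± 12.3 CPM (n = 2) in soma at 4 hpf, a log2 fold change of 5.55 (standard error 0.75, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 7, 24 and 36 hpf, no soma library held more than 2 counts of *ca15b*, and it was at least 373-fold higher in PGCs at 7 hpf, 62.1-fold at 24 hpf and 39.8-fold at 36 hpf. With each library left out in turn, the 5 genes kept a log2 fold change above 1.5 at every stage.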

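Supplementary Datasets 6 to 9 list *tdrd7a* and *ddx4* under the binding site of dre-miR-430b-3p, a microRNA of the miR-430 family. The changes of these genes between stages were chosen for testing after the data had been examined. Between 4 and 7 hpf, *tdrd7a* fell by 3.71 on the log2 scale in soma (standard error 0.71, adjusted p = 0.00206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 79.2 ± 18.5 CPM (SD, n = 2) to 6.00 ± 1.99 CPM. In PGCs, it changed by -0.14 (standard error 0.61, adjusted p = 0.981), from 3077 ± 786 CPM to 2800 ± 1045 CPM. The difference between the changes in PGCs and soma was 3.57 (standard error 0.92) with an adjusted p of 0.201 over all genes, 0.0156 in DESeq2 and 0.212 with effective-length offsets. *ddx4* changed by -0.64 in soma (standard error 0.52, adjusted p = 0.416) and by -0.31 in PGCs (standard error 0.52, adjusted p = 0.790), and its changes in the 2 cell types could not be told apart (difference 0.33, standard error 0.73).

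**Figure D2:**
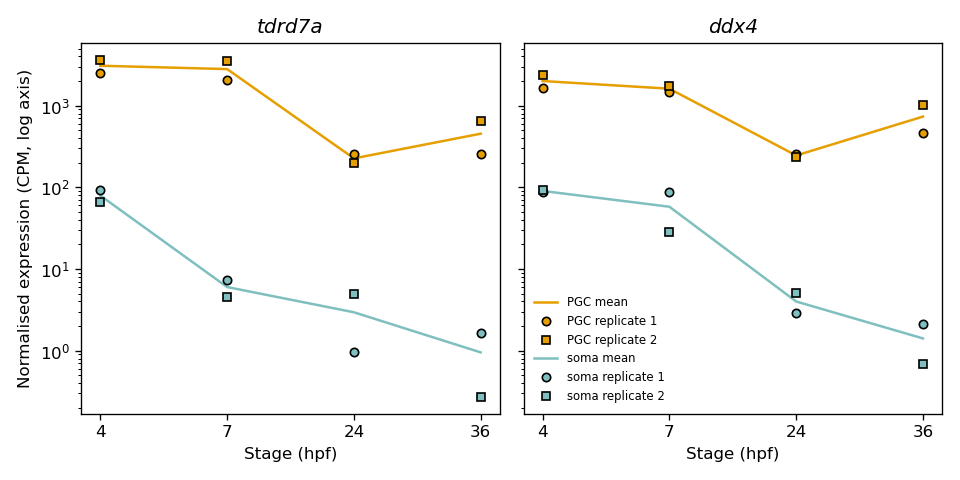
Normalised expression (CPM, log axis) of *tdrd7a* and *ddx4* in each replicate of PGCs and soma at 4, 7, 24 and 36 hpf, with lines through the means of the 2 replicates. In soma, *tdrd7a* lies at 79.2 CPM at 4 hpf and 6.00 CPM at 7 hpf on average.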

**Fig. 4:**
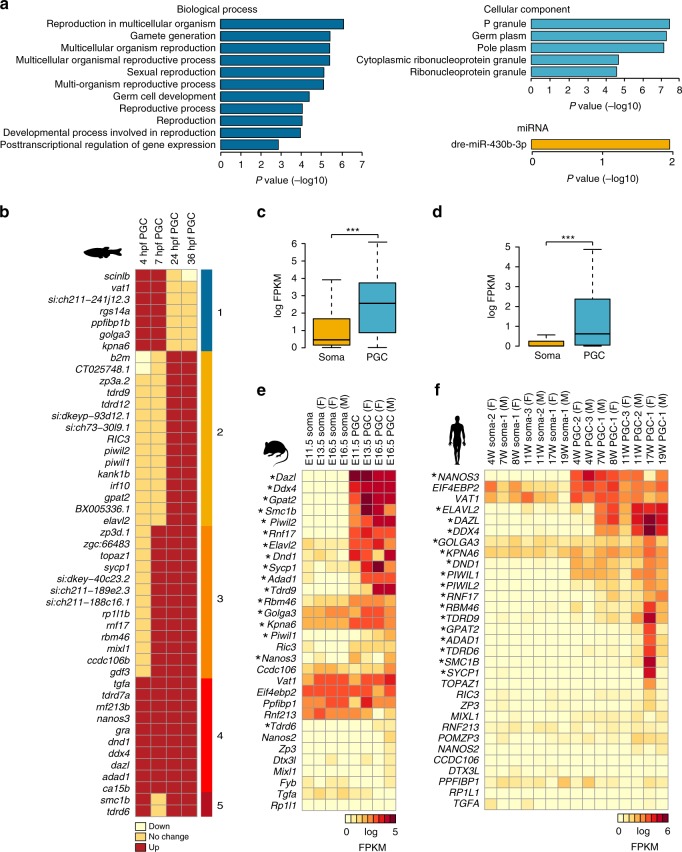
Evolutionary conservation of transcriptional programmes in vertebrate primordial germ cells (PGCs). **a** Gene ontology enrichment (Biological Process, Cellular Component, and miRNA binding sites) analysis of genes consistently upregulated in PGCs compared to corresponding somatic cells. **b** Heatmap showing the dynamics of fold changes of genes that display higher transcript abundance in PGCs in at least two consecutive developmental stages: up—upregulated in PGCs (log FC >1.5, false discovery rate (FDR) <0.05), down—downregulated in PGCs (log FC <−1.5, FDR <0.05). **c**, **d** Boxplots showing log-transformed FPKM (fragments per kilobase million) expression values of the orthologues of putative germline regulators in mouse (**c**) and human (**d**) PGCs and somatic cells (*p* value <0.001, Student’s *t* test). The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR. **e f** Heatmaps showing log-transformed FPKM expression values of putative germline regulators across mouse (**e**) and human (**f**) development, for PGCs and somatic cells. Asterisks indicate genes with evolutionarily conserved PGC-specific expression patterns (conserved in fish, mouse and human)

We next sought to identify RNAs enriched in PGCs and group them according to their developmental expression patterns. To formulate a list of putative PGC development regulators (FDR <0.05, min logFC = 1.5), we considered genes that are enriched in PGCs in at least two consecutive developmental stages. This resulted in the identification of 47 genes that were divided in five clusters according to their developmental expression dynamics (Fig. 4b). 

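In the fit of all 16 libraries, 9 genes were called as higher in PGCs at 4 hpf, 648 at 7 hpf, 8 at 24 hpf and 104 at 36 hpf (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 20536 genes). No gene was called as lower in PGCs at 4 or 24 hpf, where 363 and 118 genes had an unadjusted p under 0.05 and a log2 fold change below -1.5, while 167 were called as lower at 7 hpf and 3 at 36 hpf. With the replicate number as a block, 5, 768, 7 and 116 genes were called as higher at the 4 stages in order, and 0, 304, 1 and 18 as lower. Without a filter on low counts, 32, 395, 40 and 515 were called as lower. Among the alternatives, the count of higher genes at 7 hpf was lowest with limma on log2(TPM + 1), at 119, and highest without a filter on low counts, at 1462.
At 2 or more consecutive stages, 11 genes were called, and 9 with the replicate block. All 11 are among the 47 of Fig. 4b. Besides the 5 genes called at all stages, they were *si:ch211-241j12.3*, *tgfa*, *golga3*, *ccdc106b*, *si:dkeyp-93d12.1* and *gpat2*. Fig. 4b shows its 47 genes as higher in PGCs in 129 combinations of gene and stage. In all 129 of these, the fitted log2 fold change was above 1.5, and in 65 the gene was also called. In 46 of the 129, both soma libraries held at most 3 counts, so that the fitted value is set by the lower limit of detection, and in 8 of the 46 the lower bound of the fold was not past 1.5 on the log2 scale. In 3 of the 129, the PGC and soma libraries overlapped. None of the other 59 combinations was called. For the 7 genes that the figure shows as higher at 4 and 7 hpf alone, the median log2 fold change was 2.77 at 4 hpf, 2.84 at 7 hpf, 0.05 at 24 hpf and 0.97 at 36 hpf. For the 15 shown as higher at 24 and 36 hpf alone, it was -0.09 at 4 hpf and -0.08 at 7 hpf, and 2 of these genes were called at 24 hpf and 9 at 36 hpf. No median is given for them at 24 and 36 hpf, since for 10 and 6 of the 15 both soma libraries held at most 3 counts. The medians of the 13 genes shown as higher from 7 to 36 hpf were 0.37 at 4 hpf and 2.74 at 7 hpf. At 24 and 36 hpf, 1 and 9 of the 13 were called, and 10 and 4 were at this limit in soma. The median of the 10 genes shown as higher at all 4 stages was 4.74 at 4 hpf, and 6, 9, 5 and 9 of them were called in the order of the stages.
Genes called at a stage, with a mean of at least 5 CPM and no overlap between PGC and soma libraries, were ranked by fitted log2 fold change. The 3 at the top were as follows. At 4 hpf, they were *nanos3*, *dnd1* and *si:ch211-241j12.3*, the last with a log2 fold change of 5.58 (standard error 0.54, adjusted p = 0.000595). At 24 hpf, they were *ca15b*, *nanos3* and *dnd1*. At 36 hpf, they were *gpat2*, *adad1* and *pld6*, of which no soma library held a count; *pld6* was at least 25.6-fold higher in PGCs (adjusted p = 0.0149). At 7 hpf, they were *ca15b* and 2 genes that the files do not pair with names, ENSDARG00000096514 (at least 10.1-fold higher, adjusted p = 0.0481) and ENSDARG00000097059 (at least 4.01-fold higher, adjusted p = 0.0207). No soma library of 7 hpf held a count of these 2 genes. Where both soma libraries held at most 3 counts, the rank is set by the lower limit of detection and is not one of measured folds. *dnd1* and *nanos3*, with measured log2 fold changes of 9.21 and 8.90 at 7 hpf, ranked below the 2 unnamed genes. Among genes lower in PGCs at 7 hpf, the largest changes were -4.08 for ENSDARG00000025465 and -3.96 for ENSDARG00000079524, with adjusted p-values of 0.0179 and 0.0291, and -3.49 for a gene that is likewise without a name. At 36 hpf, the 2 lower genes with no overlap had log2 fold changes of -2.12 and -1.98. With the replicate block in edgeR's quasi-likelihood test, *pld6* (adjusted p = 0.0500), ENSDARG00000096514 (0.0702), the gene with -3.49 at 7 hpf (0.0551) and the gene with -2.12 at 36 hpf (0.0927) were no longer called. ENSDARG00000096514 was not called with effective-length offsets either (0.0722). From the 4 libraries of 36 hpf alone, no gene was called at that stage in the same test (adjusted p of *pld6* 0.208), while edgeR's exact test on these 4 libraries called 457 genes as higher, with *pld6* among them, and 23 as lower. The paper grouped its genes by their fold changes over development and treated those that were higher in PGCs at consecutive stages as putative regulators of PGC development.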

We next examined whether any of these loci are characterised by 5mC regulation. Genomic intersections of the identified DMRs (Fig. 3a), with the regulatory domains^67^ of putative PGC regulators (Fig. 4) revealed no overlap (Supplementary Dataset 3, Source Data File 4), suggestive of 5mC not playing a major role in PGC marker regulation. To investigate whether PGC-specific expression patterns are conserved within the vertebrate subphylum, we identified mouse and human orthologues of the identified putative PGC regulators^86^ and assessed their expression in PGCs and matched somatic tissue (Fig. 4c–f)^40,41^. In both mouse (Fig. 4c) and human (Fig. 4d) these RNAs were significantly (*t* test, *p* < 2.2e − 16) enriched in PGCs. Furthermore, we identified 17 high confidence PGC regulators that displayed PGC-specific expression across all three examined species (Fig. 4e, f). 

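All 17 genes of Supplementary Dataset 11 had an identifier in the zebrafish count table; the mouse and human data were not analysed here. Each of the 17 was called as higher in PGCs at 1 or more stages, 8 of them at 1 stage, 6 at 2 stages and 3 at all 4 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By stage, 4 were called at 4 hpf, 9 at 7 hpf, 4 at 24 hpf and 15 at 36 hpf. With the replicate block, *ddx4* and *golga3* at 4 hpf (adjusted p = 0.0513 and 0.0646 from the same test) were no longer called, so that 2 were called at 4 hpf and 2 at all 4 stages, and all 17 at 1 or more. From the libraries of each stage alone, 7, 10, 3 and 0 were called in the order of the stages and 11 at 1 or more, and in DESeq2 6, 10, 14 and 15. The number with both PGC libraries above both soma libraries rose from 9 at 4 hpf to 12 at 7 hpf and 16 at both 24 and 36 hpf. Their median log2 fold change was 1.59 at 4 hpf, 2.31 at 7 hpf, 5.94 at 24 hpf and 7.06 at 36 hpf. The medians at 24 and 36 hpf, and so the size of the rise, rest in part on fitted values at the lower limit of detection. No soma library of 24 or 36 hpf held a count of *gpat2* or *adad1*, for example. At 24 hpf, the fitted log2 fold change of *gpat2* was 8.42, while its lower bound was 9.03-fold. The 17 genes were chosen by the paper from its own calls on these libraries.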

Notably, these genes were strongly associated with ontologies related to PIWI-interacting RNA function (Supplementary Dataset 11). Apart from the well-described germline markers such as *ddx4*, *dazl*, *piwil1* and *piwil2* among others, this analysis also revealed high conservation in the PGC-specific expression of less well-characterised potential germline determinants such as *golga3*, *gpat2*, *kpna6* and *adad1*^87–90^.

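*golga3* was higher in PGCs at the early stages, with 289 ± 46.3 CPM (SD, n = 2) against 42.2 ± 10.4 CPM in soma at 4 hpf, a log2 fold change of 2.77 (standard error 0.44, adjusted p = 0.0409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0646 with the replicate block). At 7 hpf, its log2 fold change was 2.84 (adjusted p = 0.00497). *kpna6* was called at 7 hpf only, with a log2 fold change of 1.92 (standard error 0.51, adjusted p = 0.0464), which fell to 1.25 when a library was left out. At 4 hpf, its log2 fold change was 2.54 with an adjusted p of 0.248, and its adjusted p ranged from 2.26e-10 with the libraries of the stage alone to 0.235 with effective-length offsets among the 4 alternatives set for single genes. *gpat2* and *adad1* differed at the late stages. No soma library of 24 or 36 hpf held a count of either gene. *gpat2* was at least 9.03-fold higher in PGCs at 24 hpf (adjusted p = 0.0175, and 0.274 with the libraries of the stage alone) and at least 41.3-fold higher at 36 hpf (adjusted p = 0.000328). *adad1* was called at 7 hpf (log2 fold change 3.66, standard error 0.82, adjusted p = 0.0281) and at 36 hpf (at least 39.5-fold, adjusted p = 0.00249), and not at 24 hpf (at least 10.6-fold, adjusted p = 0.0619). Among the 4 alternatives set for single genes, its adjusted p at 24 hpf ranged from 0.00225 in DESeq2 to 0.226 with the libraries of the stage alone.
*piwil2* was at 95.1 ± 55.0 CPM in PGCs and 0.696 ± 0.0239 CPM in soma at 36 hpf, a log2 fold change of 7.06 (standard error 0.83, adjusted p = 0.00118). At 24 hpf, its log2 fold change was 4.72 with an adjusted p of 0.0957. Among the 4 alternatives set for single genes, the adjusted p ranged from 0.000798 in DESeq2 to 0.980 with effective-length offsets, where the log2 fold change was 3.89, and it was 0.163 with the replicate block.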

To take full advantage of the generated PGC transcriptomes, we next sought to explore whether alternative splicing (AS) plays a role in PGC gene regulation. AS has previously been linked to developmental processes and to the establishment and maintenance of cell identity^91–93^. To investigate how AS is regulated between PGCs and soma, we performed deeper coverage RNA-seq for the two replicates at 7 and 24 hpf and quantified alternative exon usage^94^. We compared PGC and soma transcriptomes at each of those time points, identifying 498 exons with different inclusion levels in any pairwise tissue or developmental comparison (Supplementary Fig. 7a). Unsupervised clustering and PCA of inclusion levels of these 498 exons across the eight samples showed a strong separation by developmental stage, with a much smaller tissue contribution to inclusion level variation (Supplementary Fig. 7b, c). Consistently, the majority of differentially regulated exons were identified in pairwise developmental comparisons (7 vs. 24 hpf), with a highly significant overlap between the developmentally regulated exons in PGC and soma (Supplementary Fig. 7a, *p* value 1.12 × 10^–46^, Fisher’s exact test). Interestingly, exons that are differentially utilised between tissues were enriched in gene ontologies associated with regulation of kinase activity, Rho signal transduction and small GTPases, which are essential hallmarks of migratory cells^95^ (Supplementary Datasets 12, 13). Lastly, using stringent criteria we could identify seven exons with highly consistent differential usage between PGC and soma across development that can potentially serve as tissue-specific markers (Supplementary Fig. 7d). Altogether, this transcriptome profiling of the developing zebrafish germline provides insights into the developmental dynamics and evolutionary conservation of PGC gene expression and expands the array of zebrafish-specific and conserved PGC markers.

### Somatic and germline targets of promoter 5mC

Promoters of germline markers such as *ddx4*, *dazl* and *piwil1* have previously been described as targets of embryonic 5mC in zebrafish^26,32^. We therefore wanted to interrogate whether these promoters are targeted by 5mC in an organism-wide fashion or whether this silencing process is confined to somatic but not germline tissues in zebrafish embryos. Our DMR analysis (Fig. 3a) revealed an absence of promoters that undergo soma- or PGC-specific 5mC targeting during embryogenesis. To ensure that such potential targets were not excluded from the analysis due to stringent DMR calling requirements, we identified promoters that overlapped a CpG island^75^ and that displayed a developmental 5mC increase in somatic cells starting at 24 hpf. We identified 68 promoters with those features, 65 of which displayed a statistically significant (Fisher’s exact test, Benjamini–Hochberg adjusted *p* value < 0.01) increase in 5mC at 24 hpf (Supplementary Dataset 14). Importantly, all of these promoters also displayed a developmental increase in 5mC in PGCs (Fig. 5a), in line with the absence of soma- or PGC-specific developmental promoter DMRs. These genes were significantly enriched in ontologies associated with reproductive processes, cell cycle regulation, and protein phosphorylation (Supplementary Dataset 15). Notably, almost all of the identified 5mC target promoters were unmethylated in adult sperm while being methylated in the oocytes, which is in contrast to the predominantly paternal DNA methylome patterns observed during embryogenesis. This list included genes that were previously described as targets of embryonic 5mC in zebrafish, including *ddx4*, *dazl* and *piwil1*^26,32^. However, we also identified previously uncharacterised targets of embryonic 5mC promoter remodelling such as seven members of the *Pim* proto-oncogene, serine/threonine kinase-related family (pimr): *pimr57*, *pimr130*, *pimr109*, *pimr137*, *pimr128*, *pimr49* and *pimr51*, among others. To explore the developmental expression patterns of these 5mC-regulated genes, we plotted normalised RNA-seq counts across all examined stages for both PGC and soma samples (Fig. 5b). We found that his group of genes is developmentally downregulated in both PGCs and soma, albeit in PGCs their steady-state transcript levels are higher at 24−36 hpf, when compared to somatic cells. 

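Supplementary Dataset 14 names the genes of this group by symbol, and 13 of its 68 members (19.1%) could be paired with an Ensembl identifier of the count table. Since this is under 80%, the group as a whole was not tested here. The identifiers of these 13 come from the paper's own lists of genes higher in PGCs, so that they are no sample of the group. Of the members that the paper names, *ddx4*, *dazl* and *piwil1* have an identifier and the 7 *pimr* genes have none.
The changes of single genes given here were chosen for testing after the data had been examined. Between 4 and 36 hpf, *ddx4* changed by -5.94 on the log2 scale in soma (standard error 0.67, adjusted p = 2.99e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by -1.45 in PGCs (standard error 0.53, adjusted p = 0.0446, and 0.0540 with effective-length offsets). *piwil1* changed by -5.59 in soma (standard error 0.86, adjusted p = 0.000249) and by 1.07 in PGCs (standard error 0.67, adjusted p = 0.220). With a PGC library of 4 or 36 hpf left out, the change of *piwil1* in PGCs ran from 0.24 to 1.57. *dazl* fell in soma from 6.29 ± 0.422 CPM (SD, n = 2) to no more than 1 count per library (adjusted p = 0.00132) and changed by -1.05 in PGCs (standard error 0.69, adjusted p = 0.240). The median change of all genes over this interval was 0.65 in PGCs and 0.46 in soma, and DESeq2's size factors moved it up by 0.13 and 0.15. The difference between the changes in PGCs and soma was 4.49 for *ddx4* (standard error 0.81, adjusted p = 0.0593) and 6.66 for *piwil1* (standard error 1.08, adjusted p = 0.0422). For *dazl*, at the lower limit of detection in soma at 36 hpf, the same test gave an adjusted p of 0.343. At 24 hpf, *piwil1* was at 12.5 ± 1.45 CPM in PGCs and 1.32 ± 1.65 CPM in soma, which was not a call (log2 fold change 3.18, adjusted p = 0.569). With a library of 24 hpf left out, the log2 fold change of *piwil1* at 24 hpf ran from 2.32 to 6.15. Among the 4 alternatives set for single genes, its adjusted p at 24 hpf ranged from 0.0407 in DESeq2 to 0.752 with the libraries of the stage alone. At 36 hpf, it was at 117 ± 72.3 CPM and 1.10 ± 0.0239 CPM (log2 fold change 6.70, standard error 0.89, adjusted p = 0.00255). From 7 to 24 hpf, *piwil1* changed by -1.60 in PGCs (standard error 0.69, adjusted p = 0.0944 from edgeR's quasi-likelihood test). *dazl* changed by -1.48 in PGCs over the same interval (standard error 0.70, adjusted p = 0.122 from the same test). The changes from 4 to 36 hpf therefore leave out a lower mean in PGCs at 24 hpf.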

Notably, the major reduction in transcript levels for this gene group coincides with de novo deposition of promoter 5mC at 24 hpf (Fig. 5a). However, it is currently unclear what the exact role of 5mC is in this process. Both 5mC-regulated genes, such as *ddx4*, and genes whose promoters remain hypomethylated throughout embryogenesis (i.e. *cxcr4b*) (Fig. 5c), display similar developmental expression patterns, even though their abundances can vary greatly between PGCs and soma, as is the case for *ddx4* (Supplementary Fig. 8a, b).

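*ddx4* was at 1610 ± 177 CPM (SD, n = 2) in PGCs and 57.7 ± 41.8 CPM in soma at 7 hpf, and at 245 ± 19.0 CPM and 3.99 ± 1.54 CPM at 24 hpf. The change between these stages was chosen for testing after the data had been examined. *ddx4* fell by 2.72 on the log2 scale in PGCs (standard error 0.55, adjusted p = 0.00261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 3.86 in soma (standard error 0.60, adjusted p = 0.000423). The median change of all genes between these stages was 0.43 in PGCs and 0.49 in soma, and DESeq2's size factors raised it by 0.14 and 0.19. The falls of *ddx4* in PGCs and soma could not be told apart (difference 1.14, standard error 0.76, adjusted p = 0.580). *cxcr4b* was not analysed here, since no table pairs its name with an identifier.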

**Fig. 5:**
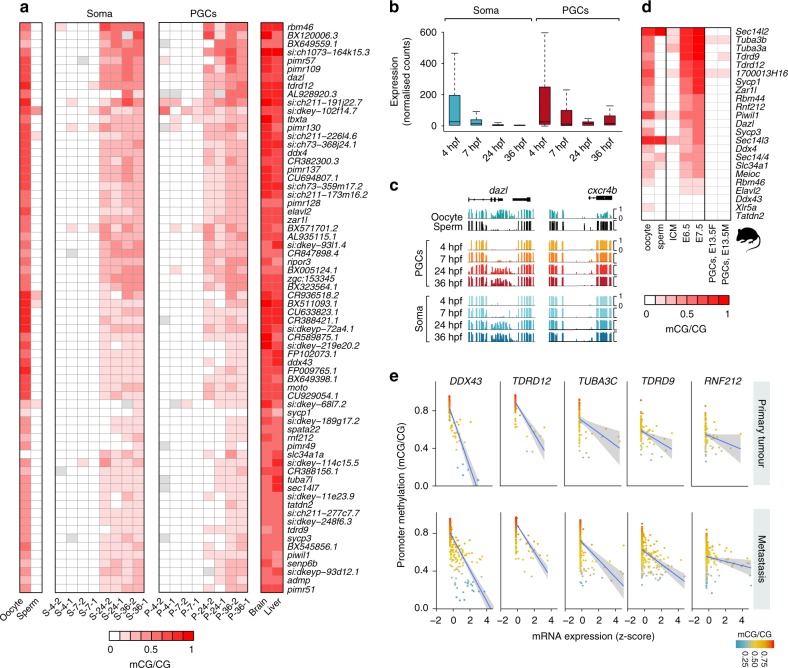
Embryonic 5-methylcytosine (5mC) targeting of germline gene promoters. **a** Heatmap of 5mC in promoter-associated CpG islands (Bio-CAP) targeted by 5mC during zebrafish embryogenesis. The status of gene promoter 5mC is shown in adult germ cells (oocyte, sperm), embryonic somatic cells and primordial germ cells (PGCs), as well as in adult somatic tissues (brain, liver). **b** Boxplots showing expression dynamics of genes whose promoters are targeted by 5mC during embryogenesis in PGCs and soma. The boxes show the interquartile range (IQR) around the median. The upper and lower whiskers extend from the hinge to the largest and smallest value, respectively, no further than 1.5 IQR. **c** Browser tracks showing developmental 5mC profiles at *dazl* and *cxcr4b* promoters. **d** Heatmap of 5mC at promoter-associated CpG islands (Bio-CAP) in mouse adult germ cells (oocyte, sperm), early embryos (intracellular cell mass (ICM), E6.5, E7.5) and developing PGCs. **e** Scatter plots of mean promoter 5mC values (methylation β values—450 K beadChIP arrays) and expression (*z*-scores, RNA-seq V2 RSEM) of the corresponding genes in The Cancer Genome Atlas-skin cutaneous melanoma (TCGA-SKCM) patient samples (primary tumour and metastasis). The lines represent a linear regression model, whereas the shaded areas represent the extent of standard error (SE)

In mammals, promoters of germline-expressed genes become methylated shortly after implantation, in the early post-implantation epiblast^96,97^. Given the strong germline enrichment of zebrafish embryonic 5mC promoter targets (Supplementary Dataset 15), we explored the degree of evolutionary conservation of this phenomenon. We identified orthologues of these putative 5mC-regulated promoters and plotted their 5mC levels in murine intracellular cell mass (ICM) sample, epiblasts (E6.5, E7.5) and male and female PGCs (E13.5)^16^ (Fig. 5d). This analysis resulted in the identification of 23 high-confidence orthologues, 20 of which displayed increased 5mC during epiblast stages. As observed in their zebrafish counterparts, these promoters were specifically methylated in the oocytes but not in sperm. Furthermore, in line with global 5mC erasure during PGC migration^13^, these targets were fully unmethylated in both male and female mouse PGCs at E13.5 (Fig. 5d, Supplementary Fig. 8c). Whereas some of the genes, such as *Sycp1*, *Sycp3* and *Dazl*, have previously been described as methylated in mouse embryos^96,97^, this analysis also revealed additional 5mC-regulated promoters that are methylated in both zebrafish and mice and that could be of potential relevance for vertebrate embryogenesis. Those include *zar1l*, *tdrd9*, *tdrd12* and others (Fig. 5d). In summary, here we demonstrate shared 5mC targeting principles between the developing zebrafish germline and the soma and show that embryonic 5mC deposition on germline gene promoters is a conserved feature of vertebrate embryogenesis.

### Conserved 5mC germline targets are enriched in CTAs

Because of the strong germline ontology enrichment and sperm-specific hypomethylation of the conserved 5mC promoter targets (Fig. 5a–d), we next wanted to explore whether this group of genes is enriched in cancer testis antigens (CTAs)^98^. In mammals, CTAs are mostly expressed in the male germline, whereas their expression in somatic tissues is highly restricted. CTAs are frequently reactivated in human cancers, including melanoma and breast cancer, where they are believed to contribute to specific features of the neoplastic phenotype, including invasiveness and metastatic capacity^99^. Three of the conserved embryonic 5mC targets: *ddx43*, *sycp1*, and *rbm46*, are *bona fide* CTAs as per the CTA database^100^. To explore the links between 5mC-mediated germline targeting and oncogenesis more comprehensively, we identified human orthologs of zebrafish embryonic 5mC targets^86^ and assessed their expression pattern in diverse human tissues^101^. Strikingly, these orthologues (*n* = 32) display strong testis-specific expression indicative of their potential CTA function (Supplementary Fig. 9a). To provide a proof of principle that these 5mC targets silenced during vertebrate embryogenesis are reactivated in human cancers, and that this reactivation correlates with loss of promoter 5mC, we searched The Cancer Genome Atlas (TCGA) database^102^ for skin cutaneous melanoma samples for which 5mC and RNA expression data were made available. We chose the melanoma due to frequent CTA reactivation in this type of cancers^99^. We observed considerable variability in 5mC patterns associated with CpG islands of eight conserved 5mC targets (Supplementary Fig. 9b). Comparisons with expression data revealed an anti-correlation between CpG island 5mC content and the expression of five of these targets in melanoma (Fig. 5e). This pattern was clearly visible for *DDX43*, *TDRD9*, *TDRD12*, *TUBA3C*, and *RNF212* (Ring finger protein 212 *RNF212*). While *DDX43*, *TDRD9*, *TDRD12* and *TUBA3C* display strict testis-specific expression patterns, *RNF212* was expressed more broadly, however with a notable enrichment in testis and the ovary. RNF212 is a probable E3-SUMO protein ligase that plays major roles during meiotic crossover^103,104^. Such meiotic regulators when aberrantly expressed in mitotic cells could lead to failures associated with chromosome segregation and thus contribute to oncogenesis^105^. Altogether, these data demonstrate that evolutionarily conserved promoter 5mC targets, which become silenced during embryogenesis in both mammals and anamniotes, display predominantly male-germline specific expression patterns and are reactivated in human malignancies.

## Discussion

In this study we set out to describe the epigenome and the transcriptome of zebrafish PGCs covering four stages of embryonic development. We found that the zebrafish PGC DNA methylome is largely maintained in its paternal configuration during those embryonic stages. This is in line with previous studies that demonstrated the absence of genome-wide DNA methylome reprogramming in zebrafish and *Xenopus* embryos^21–24^, and that described maternal to paternal 5mC reconfiguration in whole zebrafish embryos prior to ZGA^25,26^. This work thus provides the missing link in the understanding of how anamniote vertebrates program their developmental and germline epigenomes. Furthermore, these findings provide support to the idea that the two rounds of 5mC reprogramming observed in mammals, during preimplantation development and PGC formation, are likely linked to mammalian-specific processes, such as X-chromosome inactivation and imprint resetting^12,13^. In line with our observations, Ortega-Recalde et al. demonstrate the absence of genome wide 5mC reprogramming in 14 additional time-points spanning early PGC development (24–48 hpf), gonadal primordium (2–11 dpf), juvenile ovary (11–21 dpf), and early gonad transformation (25–28 dpf) stages^106^. Interestingly, they identify a period linked to zebrafish feminisation during which female-specific germline amplification and demethylation of an 11.5 kb repeat region encoding 45S ribosomal RNA (fem-rDNA) is taking place. This is in agreement with previous work that demonstrated how 5-aza-dC, a 5mC inhibitor, can induce long-term changes in the gonads and feminise zebrafish^107^.

Based on the current data, we cannot completely exclude the possibility that more extensive DNA methylome reprogramming might occur before 4 hpf, or later during spermatogenesis and oogenesis stages. It is worth noting, however, that TET expression is extremely low in pre-gastrula embryos and that no hmC enrichment was observed by immunofluorescence in zebrafish 3 hpf (1K cell) to 10 hpf (tailbud) embryos^30^. While these results argue against the existence of active TET-mediated DNA demethylation in the developing zebrafish germline, the possibility of earlier TET-independent removal of DNA methylation as reported in mouse zygotes^17^, cannot be completely excluded. Transgenic tools allowing for lifetime labelling of embryonic, juvenile and male and female germlines will be crucial to answering questions related to 5mC remodelling during the teleost life cycle^108^. Assuming that there is no DNA methylome reprogramming in the zebrafish germline, one might wonder whether more variability in 5mC patterning could be observed among individual fish. While such an experiment has not been performed to date, it is worth noting that zebrafish are highly polymorphic and that this likely has profound impacts on DNA methylome patterning^109^, thus providing more 5mC variation within the zebrafish population. In fact, the zebrafish genome sequencing project identified ~7 million SNPs between just two homozygous zebrafish individuals, which is significantly more than what is observed in humans^62^. It is also worth noting that zebrafish are not prone to inbreeding^110^, which could potentially be caused by the accumulation of epimutations that are not reset during germline reprogramming.

In the current study, we demonstrate that paternal epigenetic memory is preserved almost in its entirety during the first 7 h of zebrafish PGC development. At 24 hpf, demethylation of regulatory regions is occurring in both PGCs and in somatic cells, albeit with different dynamics (Fig. 3). In parallel, targeted methylation of promoters implicated in germline regulation, such as *ddx4*, *ddx43*, *dazl*, *tdrd9* and *tdrd12*, is taking place during that same period. These promoters are targeted by 5mC in both the germline and the soma and they are methylated in adult tissues such as brain and liver and in mature oocytes (Fig. 5a). This suggests that the development of female germline and somatic tissues might utilise similar regulatory pathways and that these genes might require silencing for the proper development of the presumptive ovary in juvenile fish. Notably, many of those transcripts are contributed to the embryo maternally^44^, which is interesting from the point of view that their promoters are methylated in oocytes. This could be explained by a couple of scenarios. First, these promoters might be temporally unmethylated during later stages of oogenesis to allow for their expression, before 5mC-dependent silencing would occur in mature oocytes. Alternatively, it is possible that methylated promoters are expressed specifically during oocyte development. Whereas expression from methylated promoters is not common, strong evidence suggests that this phenomenon is more widespread than previously thought^23,24,111,112^. This is supported by recent studies, which demonstrated robust interaction of myriad transcription factors with methylated DNA sequences^113,114^. Furthermore, a group of methylated promoters was recently shown to be expressed during mammalian male germline development^111^.

Our DMR analysis unravelled a small set of regulatory regions that display differential 5mC between PGCs and somatic cells. These DMRs are located in gene-distal regions and can be grouped into two major classes: DMRs hypomethylated in 4 hpf PGCs and DMRs hypermethylated in 24 hpf PGCs. The latter group is enriched in 5hmC in 24 hpf embryos, which is indicative of active DNA demethylation occurring at those regions. The temporal retention of 5(h)mC observed in PGCs but not in somatic cells at these loci at 24 hpf might be explained by differing cell cycle lengths or tissue-specific presence or absence of transcription factors implicated in 5mC removal. Overall, our data demonstrate the absence of major PGC-specific 5mC remodelling events during the first 36 h of zebrafish embryogenesis. This is in line with observations that the major source of difference in RNA and protein abundances between somatic and germline tissues is linked to the differential stabilisation of transcripts^84,115^ and poly(A)-tail-independent non-canonical translation^116^.

Finally, through evolutionary comparisons we demonstrated that despite highly diverse germline formation strategies, a number of PGC-enriched genes are expressed during zebrafish, mice and human germline development. We have expanded the catalogue of these evolutionarily conserved germline-expressed genes to include less well-characterised ones such as *golga3*, *gpat2*, *kpna6* and *adad1*. Future studies will explore their functional relevance within the context of vertebrate germline formation, to determine whether they are indeed required for the establishment or maintenance of PGC cell fate. Perhaps most interestingly, our study identified a set of promoters that become methylated during zebrafish and mammalian embryogenesis and that are commonly reactivated in human cancers such as melanoma. These genes display highly restricted patterns of somatic expression and are robustly expressed in the male germline. It remains to be determined whether this highly specific 5mC embryonic targeting has been conserved over such large evolutionary distances due to the deleterious effects that the somatic expression of these targets might have on cellular integrity. In summary, our high-resolution DNA methylome and transcriptome maps of zebrafish PGC development reveal common and species-specific principles of germline reprogramming among vertebrates, and provide a useful resource for the studies of epigenetic regulation of germline cell fate.

## Methods

### Zebrafish housing and husbandry

Transgenic zebrafish line used in this work is Tg(*kop:egfp-f*′*nos3*′*UTR-cry:dsred*), expressing farnesylated EGFP in PGCs^53^. Zebrafish were maintained on a 14-h light/10-h dark cycle, and fertilised eggs were collected and raised at 25.1, 27.7 or 32 °C. Embryos were kept in 0.3× Danieau’s solution [17.4 mM NaCl, 0.21 mM KCl, 0.12 mM MgSO4·7H_2_O, 0.18 mM Ca(NO3)2, 1.5 mM HEPES (pH 7.6)]. To inhibit pigmentation in embryos older than 24 hpf, 0.003% *N*-phenylthiourea (Sigma) in 0.3× Danieau’s solution was used. The study complies with all relevant ethical regulations for animal testing and research. The general fish maintenance at the Institute follows the regulations of the LANUV NRW and is supervised by the veterinarian office of the city of Muenster (Germany).

### Isolation of zebrafish PGCs

PGCs and somatic cells were sorted from 4, 7, 24 and 36 hpf embryos carrying the transgene using FACS [FACSAria cell sorter (BD Biosciences) equipped with a 70-µm nozzle].

### Genomic DNA extraction from zebrafish PGCs and somatic cells

Zebrafish PGCs and their corresponding somatic cells (*n* = 1000–14,000) were homogenised in 500 μL of homogenisation buffer (20 mM Tris, pH 8.0, 100 mM NaCl, 15 mM EDTA, 1% SDS, 0.5 mg/μL proteinase K). The homogenate was incubated for 3 h at 55 °C. The tubes were inverted 3–5 times during incubation to ensure optimal proteinase K cleavage. Two times phenol/chloroform/isoamylalcohol (25:24:1, PCI Sigma-Aldrich) extractions were performed using 500 μL of PCI. The samples were then spun for 10 min at  21,130 × *g* in a table-top centrifuge following each PCI extraction. The DNA was precipitated by adding 1/10 volume of 4 M NH4Ac, 1 volume of cold isopropanol (Sigma-Aldrich), and 20 µg/mL of linear acrylamide (Ambion). DNA was precipitated for 1 h on ice followed by centrifugation for 20 min at 4 °C and 21,130  × *g* in a table-top centrifuge. The DNA pellet was washed with 500 μL of 70% ethanol (Sigma Aldrich) and centrifuged for 5 min,  21,130 × *g* at room temperature. The pellet was resuspended in 200 μL of nuclease-free water (not DEPC-treated, Ambion) with RNAse A (20 μg/μL) and left at room temperature for 30 min. The RNAse A reaction was precipitated with 0.1 volumes of 4 M NH4Ac, 1 volume of isopropanol (Sigma-Aldrich) and 20 µg/mL of linear acrylamide (Ambion), on ice for 1 h. The precipitate was then centrifuged for 20 min at 4 °C at  21,130 × g in a table-top centrifuge and washed with 70% ethanol (Sigma-Aldrich). The pellet was resuspended in 30 μL of nuclease-free water (not DEPC-treated, Ambion).

### Low-input WGBS library preparation

Genomic DNA extracted from zebrafish PGCs and their corresponding somatic cells (1–5 ng, 125 µL total volume) was spiked with unmethylated lambda phage fragments (Promega), sonicated on the M220 focused ultrasonicator (Covaris) with the following settings: peak incident power, 50 W; duty factor, 20%; cycles per burst, 200; treatment time, 75 s. Sonicated DNA was concentrated in a vacuum centrifuge concentrator to the final volume of 20 µL, required for bisulfite conversion with the EZ DNA Methylation-Gold Kit (Zymo Research). Bisulfite-converted DNA was then subjected to low input library preparation using the Accel-NGS Methyl-seq DNA Kit (Swift Biosciences). Briefly, the single-stranded, bisulfite-converted DNA was subjected to an adaptase reaction, followed by primer extension, adapter ligation (Methyl-seq Set A Indexing Kit—Swift Biosciences), and indexing PCR (13 cycles). Library size and consistency was determined by the Agilent 4200 Tapestation system. The libraries were quantified using the KAPA Library Quantification Kit (Roche) yielding ~10–20 nM.

### Zebrafish WGBS methylome data analysis

Zebrafish PGC and soma DNA methylome libraries were sequenced on the Illumina HiSeqX platform (high-throughput mode, 150 bp, PE), generating an average of 75 M reads per sample. Sequenced reads in FASTQ format were trimmed using the fastp v0.12.5 tool (https://github.com/OpenGene/fastp) with the following settings: (fastp -i ${read_1} -I ${read_2} -o ${trimmed_read_1} -O ${trimmed_read_2} -f 10 -t 10 -F 10 -T 10). This step removes potential adaptor sequences and trims 10 bp of the 5′ and 3′ end of each read (required due to the addition of adaptase tails during library preparation). Trimmed reads were mapped (danRer10 genome reference, containing the lambda genome as chrLambda) using WALT^117^ with the following settings: -m 10 -t 24 -N 10000000 -L 2000. The average mappability of the libraries was 43%. Mapped reads in SAM (Sequence Alignment/Map) format were converted to BAM ((Binary Alignment/Map)) and indexed using SAMtools^118^. PCR and optical duplicates were removed using Picard tools v2.3.0. Genotype and methylation bias correction was performed using MethylDackel software (https://github.com/dpryan79/MethylDackel). The number of methylated and unmethylated calls at each genomic CpG position were determined using MethylDackel (MethylDackel extract genome_lambda.fa $input_bam -o output --mergeContext --minOppositeDepth 5 --maxVariantFrac 0.5 --OT 0,120,0,120 --OB 10,0,10,0). Only cytosines in the CpG dinucleotide context were retained for further analyses. Bisulfite conversion efficiency was estimated from the lambda phage spike-ins. To assess the 5mC abundance and dynamics at repetitive elements, sequencing reads were trimmed using fastp v0.12.5 and mapped using WALT v1.0, as described above, to an in silico reference consisting of danRer10 repeat-masked genome and single canonical repeat sequences from Repbase (https://www.girinst.org/repbase/). The numbers of methylated and unmethylated calls at each genomic CpG position were called using MethylDackel v0.3.0 with additional parameters: --keepSingleton, --keepDiscordant.

### WGBS methylome analysis

PCA of PGCs, corresponding somatic cells and whole embryo methylomes (256-cell embryos SRP020008), as well as adult germline (oocyte (1), sperm (1) GSE44075; oocyte (2), sperm (2) SRP020008) and somatic methylomes (adult brain GSE68087; adult liver—this study) was performed using prcomp() R function and plotted using geom_point() function {ggplot2 v3.1.0}. Average 5mC values were calculated for 10 kbp non-overlapping bins across the genome for each sample using overlapRatios() function (https://github.com/astatham/aaRon/blob/master/R/overlaps.R).

### Comparative zebrafish and mammalian PGC methylome analysis

To identify putative 5mC-regulated gene promoters, we first calculated average CpG methylation per promoter-associated non-methylated island, NMI (GSE43512)^75^. NMI peaks were called using MACS2 (narrowPeak)^119^ separately for zebrafish testis, liver, and 24 hpf embryo samples, concatenated and merged. This NMI set was then overlapped with GRCz10/danRer10 Ensembl gene transcription start sites. Average CpG methylation was calculated for each NMI in soma samples across four developmental stages. NMIs with Pearson’s correlation coefficients between 5mC and developmental stages >0.5 (indicative of a gradual increase of 5mC in somatic cells across stages) with 4 hpf 5mC <0.025 and 36 hpf 5mC >0.15 in each replicate and displaying >0.45 5mC in adult zebrafish brain and liver tissues were defined as putative 5mC targets. Statistical significance of this developmental 5mC increase was tested using Fisher’s exact test (R 3.5.0) under the default parameters. To this end, fisher.test R function was applied to each NMI for the combined 5mC values from 4 hpf/7 hpf and 24 hpf/36 hpf embryonic stages. Obtained *p* values were adjusted for multiple comparisons using Benjamini–Hochberg correction (*p*.adjust R fuction). NMIs with *p*.adj <0.01 in both replicates were marked as significant. To determine whether 5mC dynamics of putative CTA promoters is conserved in mammalian embryos, we utilised public bisulfite sequencing data from mouse sperm, oocyte, early embryo (ICM, E6.5, E7.5) and PGCs (E13.5 female and E13.5 male)^16^ (GSE56697). Mouse orthologues were identified using ENSEMBL BioMart^86^. Transcription start sites of these orthologous genes were overlapped with NMIs (merged testis, liver and ESC BioCAP peaks^75^ and average 5mC was calculated per NMI).

### Identification of DMRs

Differentially methylated CpG sites between PGCs and soma at each developmental stage were identified using *DMLtest* function of the DSS package^120^. For 7, 24 and 36 hpf time points *DMLtest* was performed using biological replicates per each time point. For 4 hpf time point *DMLtest* was performed separately for each technical replicate with the commonly identified differentially methylated CpGs being used in the downstream analyses. Differentially methylated CpG sites located within 50 bp from each other were joined into regions (DMRs), which were filtered to harbour at least five differentially methylated CpGs and span at least 50 bp. DMRs overlapping repetitive regions (RepeatMasker) and/or containing more than 25% of CpGs within them with sequencing coverage <5× were excluded from the analysis. The remaining DMRs were defined as hypomethylated or hypermethylated when both replicates displayed at least 10% average methylation difference between PGCs and soma.

### Analysis of DNA methylation in clinical cancer samples

To assess the 5mC status of gene promoters in clinical cancer cases, we utilised HumanMethylation 450K beadChIP (chromatin immunoprecipitation) arrays CpG methylation data from TCGA Project^102^. We focused on the skin cutaneous melanoma cohort composed of 89 primary tumour samples, 345 metastatic samples and 2 normal samples. Promoter 5mC was calculated as average 450K CpG probe 5mC across overlapping NMIs (merged BioCAP peaks from human testis and liver that overlapped hg19 Ensembl gene transcription start sites). A linear regression model (lm) generated in R (geom.smooth) was used to establish the correlation between 5mC and transcription.

### ChIP-seq data analysis

H3K4me1 and H3K27ac ChIP-seq data from zebrafish dome and 24 hpf stage embryos^73^ (GSE32483) and BioCAP data from zebrafish testis, liver and 24 hpf embryos^75^ (GSE43512) was mapped to danRer10 zebrafish reference genome using bowtie v1.1.0 allowing up to three mismatches^121^. Reads mapping to multiple genomic locations or PCR duplicates^118^ were discarded. BioCAP peak calling was performed using MACS2^119^. H3K4me1/H3K27ac enrichment over DMRs and size-distribution-matched controls was calculated using *bamCoverage* function (RPKM normalisation mode) from deepTools2^122^. BioCAP signal enrichment over DMRs relative to the input in the form of log 2 ratio was calculated using *bamCompare* function (RPKM normalisation mode) from deepTools2^122^.

### RNA extraction from zebrafish PGCs and somatic cells

Total RNA from germ cells and somatic cells was isolated using the PicoPure RNA Extraction Kit as per the manufacturer’s instructions (Arcturus; Alphametrix).

### RNA-seq library preparation

RNA-seq libraries were prepared with 1–3 ng input RNA material using SMARTer Stranded Total RNA-seq Kit v2—Pico Input Mammalian (Takara Bio USA Inc., USA), according to the manufacturer’s instructions. RNA quality control was performed using Total RNA 6000 Pico Kit (RNA integrity number >8).

### RNA-seq data analysis

Illumina Adapters and Pico v2 SMART adapter trimming (first three nucleotides of R2) was performed using TrimGalore v0.4.0 (https://github.com/FelixKrueger/TrimGalore). Trimmed sequencing reads were aligned to the zebrafish reference genome danRer10 using STAR v2.4.0d^123^. Quantification of transcript abundances was performed using RSEM v1.2.21^124^. Differential gene expression analysis was performed using edgeR^81^. Genes that displayed ±1.5 logFC (FDR <0.05) between PGCs and soma samples were considered as significantly differentially expressed.

### AS analysis

To quantify AS, we used vast-tools v2 (https://github.com/vastgroup/vast-tools; species key “Dre”)^94^. To compare different groups, we required that all eight samples had a sufficient read coverage (corresponding to a VLOW in vast-tools combine output). Then, we performed paired comparisons of exon inclusion levels using the percent-spliced-in (PSI) metric between tissues (PGC vs. soma at each developmental stage) or developmental stages (7 hpf vs. 24 hpf in PGC or soma). We required a minimum average delta PSI (dPSI) of 15 and of 5 for each of the individual paired comparisons for an exon to be considered as differentially regulated. Gene ontology analyses were performed using TopGO (http://bioconductor.org/packages/release/bioc/html/topGO.html), using as background all multiexonic genes harbouring at least one AS event with sufficient read coverage. Finally, to identify consistent tissue-specific exon markers, we selected those exons with (i) a minimum dPSI of 10 in each tissue comparison, (ii) an average dPSI higher than 15, and (iii) a *p* value lower than 0.05 in a *t* test comparing all four PGC and soma samples.

### Comparative zebrafish and mammalian PGC RNA-seq analysis

For genes upregulated at minimum two consecutive developmental stages in zebrafish PGCs, mouse and human homologues were identified. Mouse single-cell RNA-seq data for E11.5, E13.5 female, E16.5 female and E16.5 male PGCs and corresponding soma samples were downloaded from GSE79552^40^. Human single-cell RNA-seq data for 4W, 7W, 8W, 11W male/female and 17W female and 19W male embryos containing the highest number of sequenced single PGCs and corresponding somatic cells were downloaded from GSE63818^41^. Mean FPKM values across single cells for each sample were calculated and plotted in a log-transformed format per each gene.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Supplementary Dataset 12

Supplementary Dataset 13

Supplementary Dataset 14

Supplementary Dataset 15

Reporting Summary

Source Data

## Data Availability

WGBS, MethylC-seq and RNA-seq data generated in this study are available from NCBI Gene Expression Omnibus^125^ (GEO SuperSeries accession number GSE122723). Specifically, PGC and somatic cell WGBS data areavailable under GSE122722. Adult liver MethylC-seq data is available under GSE123493. PGC and somatic cells RNA-seq data is available under GSE122480. Additional RNA-seq data of 7 and 24 hpf PGC and somatic cells used for the alternative splicing analysis together with GSE122480 is available under GSE128986. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The Source Data underlying Figs. 1a, 2a–d, 3a–f, 4a–f, 5a–e and Supplementary Figs. 3a, 7d, 8a–d and 9a are provided as Source Data files 1–9, respectively. A reporting summary for this Article is available as a Supplementary Information files.

# Supplementary material for: Retention of paternal DNA methylome in the developing zebrafish germline
**Source:** Nat Commun. 2019 Jul 11;10:3054. doi: 10.1038/s41467-019-10895-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: WGBS metrics

File name: Supplementary Data 2

Description: genomic position of PGC-soma DMRs overlapping the Repeatmasker track

File name: Supplementary Data 3

Description: genomic position of PGC-soma DMRs not overlapping the Repeatmasker track

File name: Supplementary Data 4

Description: GO enrichment (GREAT) for 24hpf hypermC DMRs

File name: Supplementary Data 5

Description: RNA-seq mapping metrics

File name: Supplementary Data 6

Description: GO terms associated with genes upregulated in 4h PGC sample

File name: Supplementary Data 7

Description: GO terms associated with genes upregulated in 7h PGC sample

File name: Supplementary Data 8

Description: GO terms associated with genes upregulated in 24h PGC sample

File name: Supplementary Data 9

Description: GO terms associated with genes upregulated in 36h PGC sample

File name: Supplementary Data 10

Description: GO terms associated with genes upregulated in all PGC samples

File name: Supplementary Data 11

Description: GO terms associated with genes upregulated in PGC samples in zebrafish, mouse, and human

File name: Supplementary Data 12

Description: GO enrichments of genes alternatively spliced between PGCs and soma at 7 hpf

File name: Supplementary Data 13

Description: GO enrichments of genes alternatively spliced between PGCs and soma at 24 hpf

File name: Supplementary Data 14

Description: 5mC levels in developmentally methylated soma/PGC promoters

File name: Supplementary Data 15

Description: GO enrichment of developmental 5mC target genes

How the deposited data were processed for this re-analysis (not part of the article)

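Expression was measured by RNA-seq in PGCs and somatic cells sorted from zebrafish embryos at 4, 7, 24 and 36 hpf, with 2 replicates in each of the 8 groups. Which library belongs to which group was taken from the sample labels and Supplementary Dataset 5. For soma 24 hpf replicate 1, a single label names PGCs while its title, its cell type and the supplement give soma, and it was used as soma. Replicate numbers come from the labels, and were not taken as pairs in the fit reported at the claims. The paper's text speaks of PGCs and corresponding somatic cells and describes paired comparisons of exon inclusion, both between PGCs and soma at a stage and between stages. It names no pairing for the edgeR comparison of gene expression, so the replicate number as a block was used as an alternative.

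The authors trimmed adapters with TrimGalore, aligned the reads to danRer10 with STAR and quantified them with RSEM. They deposited 3 tables. The authors' expected counts are RSEM's estimates per gene, not normalised, and 95.2% of the values are whole numbers. The authors' TPM values are scaled for gene length and to a common total per library. The deposited effective lengths are RSEM's, per gene and library. A single gene with an effective length of between 1.55 and 4.12 bases took from 2.84% to 46.6% of the TPM of a library, so TPM values of other genes are lowered by amounts that differ between libraries; TPM was used only as an alternative.

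The expected counts were rounded to whole numbers, and the 92 spike-in rows, which hold no counts, were left out. The filter on low counts was edgeR's filterByExpr (at least 10 counts, scaled to library size, in as many libraries as a group has, and 15 in total), which kept 20536 genes. Libraries were normalised by TMM, and all 16 entered a fit with a factor of 8 groups (edgeR 4.0.16, glmQLFit and glmQLFTest, in R 4.3.3). P-values were adjusted by Benjamini-Hochberg over all genes tested at a stage. A gene was called where the adjusted p was under 0.05 and the log2 fold change past 1.5. CPM values are TMM-normalised. Standard errors are the log2 fold change divided by the root of the F statistic. Where both soma libraries held at most 3 counts, the fold is a lower bound: the lower PGC library against 3 counts in the soma library of lesser depth. Depth limits the precision of such genes, and the reads carry no molecular identifiers. The bound takes no account of counting error or of the spread between replicates. Where a soma library held 3 counts, as for *dnd1* at 36 hpf, the true fold may lie below it. A fold given as at least a value is meant in this sense.

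On simulated counts drawn with the means, library sizes and spread of these libraries, in which 200 genes were changed by 2 or 3 on the log2 scale in PGCs, the fit called between 37.0% and 43.5% of the changed genes at a stage, with between 3 and 9 other genes among 19573, and its median error was at most 0.05 on the log2 scale.

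Genes were named by a rule fixed before the data were examined: the genes that the paper's text, Fig. 2a, Fig. 4b or Supplementary Dataset 10 names, and at each stage the 3 genes with the largest and the 3 with the smallest log2 fold change among those called, with a mean of at least 5 CPM over the 4 libraries of the stage and no overlap between PGC and soma libraries. Names come from Supplementary Datasets 6 to 9, which pair 212 identifiers with names; the table of RefSeq genes used here (GRCz12tu) holds no Ensembl identifiers. Genes without such a pairing were not analysed here by name, among them the *pimr* genes, *cxcr4b*, the *tet* genes, *dnmt1* and the genes that the paper links to differentially methylated regions.

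The alternatives tried were DESeq2 1.42.0 with its own size factors, no filter (27454 genes), a stricter filter (at least 10 counts in both libraries of a group of the stage and a mean of 1 CPM), the likelihood ratio test, a fit of each stage's 4 libraries alone, the exact test on those libraries, the replicate number as a block within each stage (8 blocks), offsets from the effective lengths (20520 genes), limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) for the 18618 genes with a TPM of at least 1 in 2 or more libraries, and leaving out each library in turn. With 2 libraries per group, leaving out a library leaves 1, so only the size of the change was followed. The block within a stage cannot be used for changes between stages. Bisulfite sequencing, alternative splicing and the mouse and human data were not analysed here.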

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

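The tests of the 7 hpf counts were written down before their results were seen, but leaving out the 2 genes with most counts was chosen after seeing the data, and the rule for reading the gene length test was changed after its result was seen. The alternatives for the change of the PGC against soma difference between 4 and 36 hpf were chosen after seeing the data.

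The difference between PGCs and soma changed between 4 and 36 hpf for 18 genes that had a larger log2 fold change at 36 hpf and for 1 that had a smaller one (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment over all genes). Of the 18, 8 are genes of Fig. 4b, and for 5 both soma libraries of 36 hpf held at most 3 counts. The log2 fold change at 36 hpf less that at 4 hpf was 7.93 for *tdrd9*, 7.07 for *elavl2*, 6.79 for *piwil2*, 6.73 for *si:dkeyp-93d12.1*, 6.66 for *piwil1*, 6.60 for *ccdc106b* and 5.74 for *rnf17*. The value of *elavl2* and that of *gpat2*, 10.74, are set by the lower limit of detection, since the soma libraries of 36 hpf held at most 3 counts of *elavl2* and none of *gpat2*. For *si:ch211-241j12.3* it was -4.60, from 5.58 at 4 hpf to 0.97 at 36 hpf. DESeq2 gave 120 larger and 38 smaller differences, effective-length offsets 7 and 1, and the replicate block 20 and 5. Across the 8 fits that each left out 1 library of 4 or 36 hpf, all 18 genes and the single other gene kept a difference past 1.5 in the same direction. No explanation of these changes was tested beyond these alternatives. In soma from 4 to 36 hpf, *tdrd9*, *elavl2*, *si:dkeyp-93d12.1* and *piwil1* changed by -6.83, -7.09, -6.24 and -5.59 on the log2 scale. In PGCs, they changed by 1.10, -0.01, 0.50 and 1.07, so that their larger difference came mostly from the fall in soma. The soma value of *elavl2* is set by the lower limit of detection. *tatdn2*, with a difference of 5.52, changed by -9.22 in soma and -3.70 in PGCs.

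At 7 hpf, 167 genes were called as lower in PGCs, which the paper does not discuss, and 548 of the genes called as higher are not in the paper's list for that stage, the query list of a GO sheet that holds exactly 100 genes. A smaller spread between replicates would have given 7 hpf the lowest dispersion. It was 0.233, where the lowest of a stage was 0.158 and the highest 0.304. With every library thinned to 2823687 counts, 829 genes were called at 7 hpf in either direction (815 at full depth), against 14, 5 and 85 at 4, 24 and 36 hpf, so that depth does not account for the number. The genes called as higher had a median effective length of 2559 bases against 1994 in random lists matched on expression, above all of these lists. With effective-length offsets, 593 genes were called as higher, of which 545 are among the 648, but these offsets correct for lengths that differ between libraries and not for an easier calling of long genes. Easier calling of long genes would act in both directions and at each stage. Yet 648 genes were called as higher and 167 as lower at 7 hpf, and 9, 8 and 104 as higher at 4, 24 and 36 hpf. These counts argue against easier calling as the source of the number and direction of the calls at 7 hpf. They do not explain the greater length of the genes called as higher, so another effect of gene length was not excluded. Without the 2 genes that take most counts, 634 genes were called as higher.

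In soma from 4 to 24 hpf, stages that give no library to the comparison at 7 hpf, the genes higher in PGCs at 7 hpf had a median log2 change of -0.69, below all of 10000 random lists matched on expression, whose medians ran from -0.18 to 0.42. The genes lower in PGCs had a median of 0.34, at percentile 99.82 of such lists. These values are in line with the hypothesis that soma lost transcripts, and switched on others, earlier than PGCs. The same genes changed in the same direction in PGCs, by medians of -0.89 and 0.42, so that the timing in the 2 cell types was not told apart by this test. For the genes called as higher, an effect of gene length other than easier calling was not excluded. Reads shared between near-identical genes were not tested, and no batch is given in the labels.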

How the results depend on the processing

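The alternatives for changes between stages, for the change of the PGC against soma difference, for leaving out the 2 genes with most counts, for leaving out each library in turn for single genes at a stage, for the conserved genes, the tests of single genes beyond DESeq2, the replicate block, effective-length offsets and each stage alone, and the use of 4 hpf alone for the markers were chosen after seeing the data. The alternatives for the other results were set before the data were examined. Where a count or value moved, the cause was not tested.

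With DESeq2, 21, 1263, 32 and 442 genes were called as higher in PGCs at 4, 7, 24 and 36 hpf and 3, 399, 6 and 135 as lower, with 39 genes at 2 or more consecutive stages. It called 9, 647, 8 and 104 of the genes called as higher in the fit reported at the claims. The share of calls that were higher was 87.5% at 4 hpf, 84.2% at 24 hpf and 76.6% at 36 hpf, against 100%, 100% and 97.2%. DESeq2 gave 120 genes with a larger and 38 with a smaller PGC against soma difference at 36 than at 4 hpf. Without a filter on low counts, 59, 1462, 80 and 507 genes were higher and 32, 395, 40 and 515 lower, with 90 at consecutive stages. With the stricter filter, 15 were higher at 4 hpf and 1060 at 7 hpf. The likelihood ratio test gave 31, 1446, 80 and 659 higher and 8, 513, 21 and 169 lower genes, with 75 at consecutive stages.

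From the 4 libraries of each stage alone, 37, 1162, 5 and 0 genes were called as higher, 12 as lower at 4 hpf, 371 at 7 hpf and 0 at 36 hpf, with 0 at all 4 stages and 26 at consecutive stages. At 36 hpf, 1244 genes were higher and 566 lower at an unadjusted p under 0.05 in the fit of all libraries. The exact test on those libraries gave 31 higher genes at 4 hpf, 61 at 24 hpf and 457 at 36 hpf, 7, 299, 56 and 23 lower ones, and 67 at consecutive stages. With the replicate block, 5 genes were higher at 4 hpf and 3 at all 4 stages, 304, 1 and 18 were lower at 7, 24 and 36 hpf, and 5 had a smaller difference at 36 than at 4 hpf. Effective-length offsets gave 7 genes with a larger difference at 36 hpf.

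Limma on log2(TPM + 1) gave 28, 119, 13 and 561 higher and 4, 29, 14 and 25 lower genes. On log2(TPM + 0.1), 25, 179 and 316 were higher at 4, 7 and 36 hpf, and 6, 28, 2 and 12 lower at the 4 stages. As the ratio of mean CPM, the averages of *tdrd7a*, *ddx4* and *dazl* were 6.20, 4.90 and 5.29. From 4 hpf alone, those of *nanos3*, *dnd1*, *tdrd7a*, *ddx4* and *dazl* were 6.86, 6.58, 5.28, 4.47 and 4.31.

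Leaving out each library in turn left 1 library in a group, so that only sizes were followed. From 586 to 622 of the genes higher at 7 hpf, 125 to 163 of those lower, 98 to 104 of those higher at 36 hpf and 2 to 3 of those lower stayed past 1.5. The averages ran from 7.72 to 8.86 for *dnd1* and from 6.36 to 7.98 for *dazl* across the 16 fits. For changes from 4 to 7 hpf, signs reversed: the change of *tdrd7a* in PGCs ran from -0.58 to 0.20 and was 0.15 and 0.20 without PGC 4 hpf replicate 2 and PGC 7 hpf replicate 1, and the difference between the changes of *ddx4* in PGCs and soma, from -0.26 to 1.36, was -0.26 without soma 7 hpf replicate 2.

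All 5 marker averages kept their direction and stayed past the threshold under DESeq2, the replicate block, effective-length offsets and both TPM settings. Of the counts of genes and the marker averages, 78 values moved under an alternative and 3 with a library left out, while 78 and 157 did not. Among single genes and overlaps with the paper's lists, 23 values under an alternative were weaker, 11 stronger and 18 moved, and 46 moved with a library left out. The tests of the promoter 5mC target genes as a group and of the genes linked to differentially methylated regions, with their alternatives, were not run, since too few members have an identifier. Depth limits the folds of genes with at most 3 counts in both soma libraries, which are lower bounds.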

Differences from the paper's values

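No artifact test enters this part; the use of 4 hpf alone for the markers was chosen after seeing the values, and the other alternatives named were set before the data were examined.

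The paper reports 16 genes higher in PGCs at all 4 stages, and 5 were called here. None of the alternatives closed the gap to 16: the counts were 7 without a filter, with the likelihood ratio test and with the exact test, 6 with DESeq2 and with limma on log2(TPM + 1), 5 with the stricter filter, effective-length offsets and log2(TPM + 0.1), 3 with the replicate block and 0 from each stage alone. Of the 12 listed genes with an identifier, those settings called at most 7. Fig. 4b of the paper shows only 10 genes as higher at all 4 stages. Against 10, the counts of 7 came within 1.5 times.

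The paper reports 47 genes higher at 2 or more consecutive stages, and 11 were called here. DESeq2 gave 39 and the exact test 67, which are within 1.5 times the paper's value; no filter (90), the stricter filter (15), the likelihood ratio test (75), each stage alone (26), the replicate block (9), effective-length offsets (14) and both TPM settings (12) are not. Of the paper's 47 genes, the likelihood ratio test called all 47 at consecutive stages, no filter 44, the exact test 38, DESeq2 35, each stage alone 14 and the replicate block 8.

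The paper gives an enrichment of the 5 markers from 16-fold to 80-fold, and the fitted averages here ran from 65.9-fold for *ddx4* to 256-fold for *dnd1*. Those of *dnd1* and *dazl* include 36 hpf, where both soma libraries held at most 3 counts and the folds were at least 131 and at least 108, so that these 2 averages are not measured folds. Limma on log2(TPM + 1) gave 20.9-fold and 92.5-fold, within 1.5 times the paper's values, as did 4 hpf alone, at 19.9-fold and 116-fold, a setting chosen after seeing the values. DESeq2, the replicate block, effective-length offsets, log2(TPM + 0.1), a prior count of 1 and the ratio of mean CPM did not.

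For the log2 enrichment of single markers, the paper shows about 6.8 for *nanos3* in Fig. 2a, read by eye, against 7.72 here, and about 6.5 for *dnd1* in Fig. 2a, read by eye, against 8.00. It shows about 5.2 for *tdrd7a* in Fig. 2a, read by eye, against 7.30, about 4.4 for *ddx4* in Fig. 2a, read by eye, against 6.04, and about 3.9 for *dazl* in Fig. 2a, read by eye, against 6.62, where the values of *dnd1* and *dazl* here rest in part on the lower limit of detection at 36 hpf. Limma on log2(TPM + 1) came within the replicate SD of the paper's value for *nanos3* (6.53), *tdrd7a* (5.86) and *dazl* (4.38), and the ratio of mean CPM for *ddx4* (4.90). The mean difference of log2(CPM + 1), the statistic of the permutation test set before the data were examined, came within it for *nanos3* (6.86) and *dnd1* (6.65), and not for *tdrd7a* (6.93), *ddx4* (5.82) and *dazl* (4.97). No other alternative set by then did so for *dnd1*. The values from 4 hpf alone, a setting chosen after seeing the values, were within it for all 5 markers, at 6.86, 6.58, 5.28, 4.47 and 4.31.

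The paper's lists for single stages are the query lists of its GO sheets, and those of 7 and 36 hpf hold exactly 100 genes, so that they are not known to hold all genes the paper called. The paper lists 26 genes as higher in PGCs at 4 hpf, where 9 were called here. DESeq2 (21), the likelihood ratio test (31), the stage alone (37), the exact test (31), log2(TPM + 1) (28) and log2(TPM + 0.1) (25) came within 1.5 times the paper's value, and no filter (59), the stricter filter (15), the replicate block (5) and effective-length offsets (8) did not. The paper lists 100 genes at 7 hpf, where 648 were called here, and log2(TPM + 1) alone came within 1.5 times, at 119. The paper lists 42 genes at 24 hpf, where 8 were called here; DESeq2 (32) and the exact test (61) came within 1.5 times, and the other alternatives did not.

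The paper states that *dazl* is higher in PGCs at all stages, and here it had log2 fold changes of 4.31 at 4 hpf and 5.73 at 24 hpf but was not called, with adjusted p-values of 0.128 and 0.0619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the likelihood ratio test, the exact test, no filter and log2(TPM + 1) called it at both stages, the fit of the stage alone and the stricter filter at 4 hpf, and effective-length offsets and log2(TPM + 0.1) at 24 hpf. Of the genes listed by the paper, 9 of 26 were called at 4 hpf, 100 of 100 at 7 hpf, 8 of 42 at 24 hpf and 80 of 100 at 36 hpf, and all had a log2 fold change above 1.5. At 4, 24 and 36 hpf, the likelihood ratio test called 25, 42 and 100 of the listed genes, no filter 23, 39 and 100, DESeq2 19, 28 and 100, and the exact test 17, 33 and 95. From each stage alone, the numbers were 18, 5 and 0, and with the replicate block 4, 7 and 77. *kpna6* at 4 hpf and *piwil1*, *piwil2* and *adad1* at 24 hpf, which the paper lists, were not called here. DESeq2, the likelihood ratio test and no filter called all 4 of these, the exact test all but *piwil1*, the stage alone *kpna6*, and effective-length offsets *adad1*.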

Other observations

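Of the tests below, the test for a mislabelled sample was chosen only after the result was seen, leaving out the 2 genes with most counts was chosen after seeing the data, and the rule for reading the somatic share was changed after its result was seen.

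PGC 36 hpf replicate 1 had a mean correlation with the soma libraries of its stage of 0.908 across genes, which are not independent replicates, against 0.764 for replicate 2, and the 2 PGC replicates had a correlation of 0.867. In the PGC libraries of 4, 7 and 24 hpf, the same mean correlation lay between 0.894 and 0.936, so that replicate 2 is the one that departs from them. Replicate 2 also had the highest TMM factor, 1.61. A fault of replicate 2 was not tested. Somatic RNA mixed into replicate 1 may account for the gap between the replicates. If so, the somatic share estimated from genes chosen as higher in soma in other libraries would lie near the share by which the 5 markers are lowered. The first share was 0.953, from 520 genes, and the second 0.730, a difference of 0.223 where up to 0.15 was allowed. A mixture also gives 2 shares well above 0, the share of all counts that a single marker takes in replicate 1 was from 0.20 to 0.37 of its share in replicate 2, and the 520 genes were chosen as higher in soma of 24 hpf than in PGCs of 7 hpf, which mixes stage with cell type. The pattern therefore cannot be told apart from somatic RNA in replicate 1. The paper estimated a high purity for its sorted PGCs, which somatic shares of this size would not match. With both replicates thinned to the same total, the gap in correlation was 0.141 against 0.143 at full depth, and without the 2 genes that take most counts it was 0.145. The lowest fold of a marker in replicate 1 over the higher soma library was 106, which goes against an exchange of labels. No biological explanation was tested, since the design gives none that separates replicates.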
